# Neuroinflammation in an Optimized Model of Lysophosphatidic Acid (LPA)-Induced Post-hemorrhagic Hydrocephalus

**DOI:** 10.1007/s11064-025-04542-4

**Published:** 2025-09-19

**Authors:** Paloma Sánchez-Pavón, Carter R. Palmer, Christine S. Liu, Valerie P. Tan, Victoria A. Blaho, Jerold Chun

**Keywords:** Post-hemorrhagic hydrocephalus, Lysophosphatidic acid, Microglia, Single-cell RNA-seq, Neuroinflammation

## Abstract

Post-hemorrhagic hydrocephalus (PHH) is a neurological disease that primarily affects premature infants and involves infiltration of blood into the brain’s ventricles followed by excessive accumulation of cerebrospinal fluid (CSF), leading to ventricular enlargement and increased intracranial pressure. The precise mechanisms driving PHH development and persistence are incompletely understood and lack disease-modifying treatments. Using a mouse model of PHH, we have identified transcriptomic, proteomic, and cellular features of PHH involving neuroimmune and neurovascular alterations recapitulating those reported in human disease. Improvement upon a lysophosphatidic acid (LPA)-induced PHH mouse model was combined with unbiased proteomic and single-nucleus transcriptomics that identified microglial molecular pathways propagating PHH. Pharmacological depletion of microglia in vivo significantly reduced PHH-associated ventriculomegaly. These data identify microglial and neurovascular elements in the development of PHH, implicating them as other potentially tractable therapeutic targets beyond LPA receptors, towards developing medical treatments for PHH.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s11064-025-04542-4.

## Introduction

Hydrocephalus is a neurological disease characterized by abnormal accumulation of cerebrospinal fluid (CSF) in the brain, leading to expansion of the lateral ventricles and increased intracranial pressure. It is driven by an imbalance between CSF production and clearance [1, 2], controlled largely by the choroid plexus [3, 4], ependymal cells lining the cerebroventricular walls [5], and via arachnoid villi mediating removal through subarachnoid spaces [6, 7]. Additionally, meningeal lymphatic vessels drain CSF into the cervical lymph nodes [8, 9].

Hydrocephalus can be congenital or acquired. Congenital hydrocephalus is caused by brain and spinal cord defects such as spina bifida, aqueductal stenosis, brain malformations, or infections during pregnancy such as rubella. Acquired hydrocephalus is caused by head injuries, brain tumors, intraventricular hemorrhages, and brain infections such as meningitis [10, 11]. Post-hemorrhagic hydrocephalus (PHH) is considered an acquired hydrocephalus and develops in response to an intraventricular hemorrhage (IVH). PHH develops when a grade III or higher IVH occurs in premature infants and blood enters the lateral ventricles, leading to CSF accumulation, lateral ventricle enlargement, and increased intracranial pressure. Up to 35% of all premature infants with IVH will develop PHH [12–21]. Current treatments for hydrocephalus include surgically implanting shunts to drain excess CSF, puncturing the floor of the third ventricle to allow CSF drainage, or cauterizing the choroid plexus to reduce the amount of CSF that is produced [15, 22–27]. These invasive treatments present significant clinical challenges, and no effective medical (as compared to surgical) treatments currently exist.

Mouse models of hydrocephalus have implicated lysophosphatidic acid (LPA: (2R)−2-hydroxy-3-[(9Z)-octadec-9-enoyl] oxypropyl dihydrogen phosphate) in the initiation of fetal hydrocephalus and PHH, recapitulating multiple cellular and neuroanatomical hallmarks of human PHH [28, 29]. LPA is a bioactive lysophospholipid that signals through a family of six G-protein coupled receptors (GPCRs): LPA_1–6_ [30–33]. It is present in multiple body fluids including plasma and CSF, with concentrations varying from nanomolar range under physiologically normal conditions to micromolar range following hemorrhagic events [28, 29, 34–42]. Intrauterine intraventricular injection of LPA in embryonic day 13.5 (E13.5) mice was demonstrated to be sufficient to induce fetal hydrocephalus [28]. Subsequently, it was shown that LPA injection in the lateral ventricles of mice at postnatal day 8 (P8) also phenotypically reproduced PHH that included increased intracranial pressure, CSF accumulation, and ependymal cell damage involving phagocytic cells including microglia and macrophages [29].

Towards identifying other medically tractable therapeutics beyond LPA receptor modulators, which remain unvalidated in human PHH despite animal model efficacy, we focused on the possible tractability of neuroinflammation-related targets as supported by the involvement of innate immune microglia and macrophages [29]. Using an optimized LPA-induced PHH mouse model that recapitulates key characteristics of PHH, including ventriculomegaly and CSF overaccumulation, we examined neuroinflammatory pathways described in the literature as causing choroid plexus CSF hypersecretion [14, 43–45]. Cellular and molecular analyses employed here identified neuroimmune and related neurovascular changes in brains of LPA-injected mouse neonates, further linking receptor-mediated LPA signaling to PHH and representing possible therapeutically tractable pathways towards developing new medical treatments of PHH by targeting neuroimmune mechanisms.

## Methods

### LPA Handling: Preparation and Storage

18:1 Lyso PA (LPA) in chloroform (25 mg) was purchased from Avanti Polar Lipids and shaken vigorously prior to opening the glass vial, then rapidly aliquoted into glass vials with glass micro-inserts to reduce adherence to the vial walls. Each vial was aliquoted at the desired concentration (5 mM or 1 mM) and dried out for 5 min in a vacuum-sealed centrifuge. Dried LPA was stored at −20 °C covered in parafilm. LPA was reconstituted in 0.01% fatty acid-free bovine serum albumin (BSA) in phosphate-buffered saline (PBS) and sonicated using a Qsonica Q125 for 2.5 min, 5 s on and 3 s off at 80% amplitude.

### Surgery

P7 neonates (C57BL/6 S-56 mice) were used in these experiments. Mice were anesthetized for five minutes with gaseous isoflurane. Subsequently, they were placed on a stereotactic frame that was adapted for the neonates. After properly disinfecting the area, an incision was made on the top of the head to expose the skull. 5 µl of LPA or vehicle (0.01% BSA) were drawn into a 10 µl NanoFil syringe (World Precision Instruments) and injected into the right brain lateral ventricle by inserting a 35 gauge needle from the bregma, 3.2 mm caudal by 0.7 mm lateral by 1.2 mm deep. After surgery was complete, the incision was sealed with glue and the neonates were placed in a closed holding cage on top of a heating pad for recovery. Postoperative flunixin meglumine (Banamine, 1 mg/kg) was administered subcutaneously for 2 days for pain management. When the neonates regained consciousness, they were placed back with their mother. Excessive grooming from the mothers occurred frequently; therefore, it was necessary to monitor the neonates and close the head wounds again if needed until the day of tissue collection. If the mothers showed signs of extreme aggressiveness, the neonates were placed with foster mothers.

### Histology: Paraffin-Embedded Sections

Whole mouse brains were harvested at P15, 8 days after surgery. Brains were fixed overnight in scintillated glass vials containing 15 ml of formalin acid alcohol (4% formaldehyde and 5% glacial acetic acid in 70% ethanol). They were processed in a Tissue-Tek VIP, and embedded in paraffin with a Tissue-Tek TEC. Coronal sections were cut using a Leica microtome at 10 μm thickness throughout the ~ 200 μm span of the lateral ventricles. The slides were then deparaffinized in 3 subsequent xylene washes, followed by 3 washes in 100% ethanol and 4 consecutive washes in different concentrations of ethanol (95%, 70%, 50%, and 30%). The slides were then stained in hematoxylin and eosin (H&E), followed by additional ethanol washes in reverse order (2 washes in 70%, 2 washes in 95%, and 2 washes in 100%). Finally, they were cover slipped and preserved in Cytoseal 60.

### Imaging of H&E Sections and Lateral Ventricle Volume Quantification

Coronal sections 10 μm thick were collected every 200 μm to be used for volumetric quantification of lateral ventricles. Sections were taken from the most anterior slice containing evidence of lateral ventricle, in the temporal lobe, near the inferior horn to the most posterior section containing lateral ventricle in the occipital lobe posterior horn. This typically resulted in approximately 30 sections per brain. Sections were stained with H&E and imaged using the Leica Aperio ScanScope at 20X magnification. To calculate the total ventricular volume, two dimensional areas of the ventricles for each section were calculated by manually outlining the space that corresponded to the lateral ventricle and using the Aperio eSlide Manager software to calculate this area. To calculate total volume, each area was multiplied by 200, to account for the 200 μm between each slide, and the total volumes summed resulting in a volume approximation for each brain.

### Immunofluorescence

Transcardiac perfusion was performed with ice cold PBS (3 ml) on P15 mouse neonates. Brains were subsequently extracted and placed in 10% neutral buffered formalin (NBF) at 4 °C for overnight fixation followed by sucrose cryoprotection in 15% sucrose at 4 °C and 30% sucrose. They were then embedded in NEG50 and kept at −20 °C until use. Brains were cut using a Leica cryostat at 10 μm thickness, sections mounted on Superfrost Plus slides, and stored at −20 °C until staining. Slides were washed with Tris-buffered saline (TBS) and TBS with 0.1% Tween 20, 5% normal donkey serum and incubated with primary antibody against Iba1 (Fujifilm/Wako 019-19741) for detection of macrophages/microglia at 1:1000 dilution incubated at 4 °C overnight. After secondary antibody incubation (Alexa Fluor 488 donkey anti-rabbit, 1:1000), slides were mounted in Vectashield with DAPI and imaged using a Keyence BZ-X800 fluorescence microscope. Within each study, contrast and brightness were set on control images and the parameters subsequently applied to all other images in the cohort.

### CSF Extraction

Vehicle-injected mice were sent to the Animal Models Core Facility at Scripps Research for CSF extraction from the cisterna magna at P15. CSF was extracted from hydrocephalic P15 mouse neonates via direct aspiration from enlarged ventricles at Sanford Burnham Prebys. Neonates were anesthetized with Avertin (250 mg/kg body weight) via intraperitoneal injection. Surgical procedures did not begin until the mouse was adequately anesthetized, as determined by unresponsiveness to toe pinch. The mouse was secured in a stereotaxic frame (Stoelting) and a skin incision was made in the midline over the skull. The skull was exposed and sterilized with 70% ethanol. A sterile single-use insulin syringe with 31G needle (BD 328291) was padded with tape to facilitate attachment to the syringe holder of the stereotaxic frame. The needle was zeroed at bregma, and the syringe plunger was pulled back slightly to create negative pressure before entering the enlarged ventricles of the hydrocephalic brain at coordinates (1.0, −0.5, 1.8). CSF was slowly collected, and the needle was immediately withdrawn if blood traces were observed in the aspirate. The extract was transferred into a 1.5 ml microfuge tube, contaminants were pelleted by centrifugation, and the clear supernatant (CSF) was transferred to a sterile tube for downstream analyses.

### Proteomics

CSF samples were collected and divided into two groups: LPA-treated and vehicle-treated. 5 vehicle-injected and 5 LPA-injected samples were used. All samples were stored at − 80 °C until analysis. Since the volume of CSF that could be obtained from a single vehicle-treated animal was substantially less than that from LPA-treated animals, CSF from three vehicle-treated mice was pooled to create each sample an generate a volume appropriate for rigorous analysis. CSF from LPA-injected mice were individually collected. Proteomic analysis was performed using Tandem Mass Tag (TMT) labeling and mass spectrometry. Protein extraction, digestion, labeling, and liquid chromatography–tandem mass spectrometry (LC-MS/MS) were carried out by the Sanford Burnham Prebys Proteomics core facility utilizing the Orbitrap Astral Mass Spectrometer combined with multiplex TMT technology. Peptides from each sample were labeled with TMT reagents and combined for multiplexed analysis. Quantitative proteomic data were generated using high-resolution LC-MS/MS. Raw mass spectrometry data were processed and analyzed by the core facility using established proteomics workflows. Protein quantification was based on reporter ion intensities, and differentially expressed proteins between treated and untreated groups were identified using standard statistical approaches. Multiple test correction was applied to establish the false discovery rate (FDR).

### Cytokine/Chemokine Analysis

CSF samples from mice injected with LPA or vehicle were sent to Eve Technologies for Mouse Cytokine/Chemokine 44-Plex Discovery Assay Array. The cytokines and chemokines tested were Eotaxin, Erythropoietin, 6Ckine, Fractalkine, G-CSF, GM-CSF, IFNB1, IFNγ, IL-1α, IL-1β, IL-2, IL-3, IL-4, IL-5, IL-6, IL-7, IL-9, IL-10, IL-11, IL-12p40, IL-12p70, IL-13, IL-15, IL-16, IL-17, IL-20, IP-10, KC, LIF, LIX, MCP-1, MCP-5, M-CSF, MDC, MIG, MIP-1α, MIP-1β, MIP-2, MIP-3α, MIP-3B, RANTES, TARC, TIMP-1, TNFα, and VEGF-A. As with the proteomics analysis, LPA samples were individually collected, while vehicle samples were pooled, as not enough CSF could be obtained from a single animal for the chemokine array.

### Nuclei Isolation and Generation of Amplified cDNA Libraries

Mice injected with LPA or vehicle were perfused with Hanks’ Balanced Salt Solution (HBSS) and RNAse inhibitors (0.2%) (Takara). Whole brains (without olfactory bulbs and the cerebellum) were stored at −80°C. Frozen brains were immediately submerged in 1 ml of nuclei isolation buffer (20 mM Tris, 320 mM sucrose, 5 mM CaCl_2_, 3 mM Mg(Ac)_2_, 0.1 mM EDTA, 0.1% Triton-X 100, 0.2% RNase inhibitors (Takara Bio recombinant RNase Inhibitor). Extracted nuclei were washed twice in PBS + 0.25mM EGTA + 1% BSA + 0.2% RNase inhibitors (Takara Bio, Mountain View, CA), and resuspended in PBS + EGTA (250µM) + 1% BSA + 0.2% RNase inhibitors + 1.25 µg/ml 4’,6-diamidino-2-phenylindole (DAPI) (Sigma, St. Louis, MO) + NeuN antibody (1:500, Abcam) to label neuronal populations. Stained nuclei were sorted on a FACSAria Fusion (BD Biosciences, Franklin Lakes, NJ) gating for NeuN-negative populations, and collecting non-neuronal nuclei. Samples were kept on ice and processed immediately after sorting. Sorted nuclei were diluted to ~ 700–1,500 nuclei/ml, and a final concentration was confirmed using the Countess 2 Automated Cell Counter. The 10x Genomics Single Cell 3′ v3 kit was then used to prepare samples targeting 10,000 profiled cells.

### Short-Read snRNA-seq Data Processing and QC

10x Genomics CellRanger software (v4.0.0) was used to demultiplex samples, align reads, quantify unique molecular identifiers (UMIs), and generate cell count matrices. Default parameters were used, with the exception of a pre-mRNA reference file (mm10), to capture intronic reads originating from pre-mRNA species present in the nuclei. Using Seurat (v4.0.4), sample matrices were filtered, removing nuclei expressing fewer than 300 genes, containing greater than 1% of reads mapping to mitochondrial RNA, and exceeding an outlier cutoff of UMIs determined by calculating the interquartile range of detected UMIs. Datasets were individually normalized using Seurat’s SCTransform() function.

### Integration, Cell Type Identification, and UMAP Visualization

Datasets normalized by SCTransform() were integrated in Seurat, using functions PrepSCTIntegration(), FindIntegrationAnchors(), and IntegrateData(). Zeisel et al.’s dataset [46] was used as a reference with Seurat’s TransferData() function to label cell types in our samples by Class (Astrocytes, Ependymal, Immune, Neurons, Oligos, PeripheralGlia, Vascular). Cells with a maximum confidence score less than 0.8 for the Class label were removed. The integrated data was then scaled and UMAP embeddings were generated.

### Differential Gene Expression (DEG) Analysis

Seurat was used to identify differentially expressed genes (DEGs) between cell types in LPA- and vehicle-injected samples. Default parameters were used with FindMarkers() to identify DEGs that were expressed in at least 10% of either of the populations being compared, had at least 0.25 log_2_fold difference, and were significant based on a Wilcoxon Rank Sum test.

### Subclustering Immune Cells

Immune cells were subset from the total dataset and reintegrated. FindAllMarkers() was used to identify marker genes for the resulting subclusters, and clusters that expressed comparable markers were grouped together. Differential gene expression analysis for the identified subtypes of immune cells (Homeostatic Microglia, Activated Microglia, and Macrophages) was performed using FindMarkers() to identify genes that were differentially expressed between LPA- and vehicle-injected samples.

### Data Availability

Fastq files and cellranger output matrices have been deposited at GEO, accession number: GSE272062.

### Pexidartinib (PLX3397)-Induced Microglia Depletion

Pexidartinib (PLX3397, Selleckchem) was freshly prepared immediately prior to injection by dissolving in 5% dimethyl sulfoxide (DMSO) + 45% polyethylene glycol (PEG) 300 + 5% Tween 80 + ddH2O. Neonates were injected subcutaneously (50 mg/kg) daily from P1 to P15. Their fur progressively whitened, indicative of a successful depletion [47].

### Statistical Analyses and Experimental Standards

For all applicable methods, samples were randomized and experimentalists were blinded during analysis. Statistical calculations were conducted utilizing appropriate methods via GraphPad prism. For all statistical analyses, the test used, key statistical assumptions, and confidence intervals are detailed in the figure legends directly pertaining to the experiment analyzed.

## Results

### Establishing Key Parameters of the PHH Model

Previous studies demonstrated that intraventricular injection of LPA at different developmental stages can lead to the development of hydrocephalus [28, 29]. To improve upon previous PHH models, subtle, yet important changes were needed to more effectively simulate human PHH. Specifically, 0.01% bovine serum albumin (BSA) was used as the carrier for LPA, permitting a decrease in injected LPA concentrations from 5 mM to 1 mM, resulting in a more physiologically relevant effective concentration. Injections were performed on postnatal day seven (P7) rather than P8 to more closely align with human development in premature infants [48, 49] (Fig. 1a). This modified LPA-induced PHH mouse model reproduced the primary hallmarks of human PHH: ventricular CSF accumulation and the resultant swelling and deformation of the mouse neonate head (Fig. 1b), enlargement of the brain lateral ventricles (Fig. 1c), and quantifiable ventriculomegaly (Fig. 1d).

**Fig. 1:**
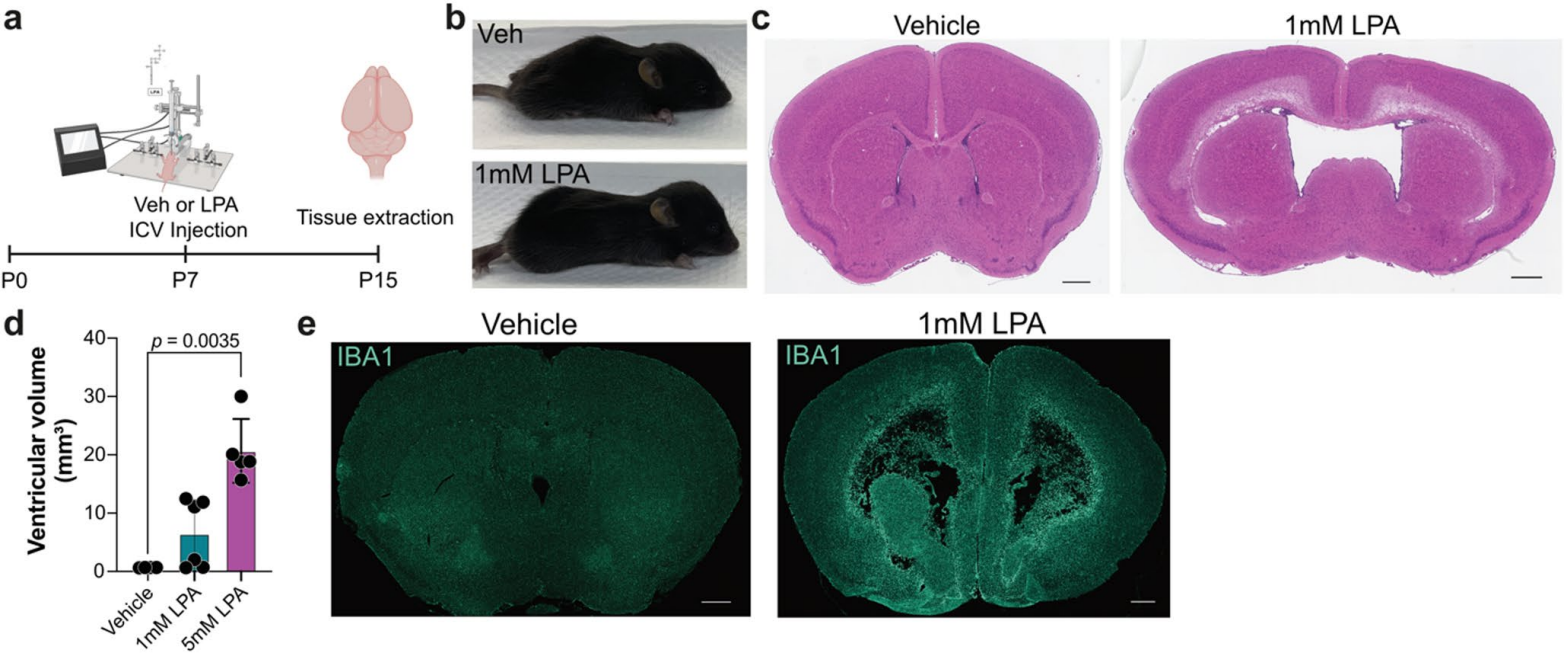
Microglial disruption in a mouse model of LPA-induced post-hemorrhagic hydrocephalus (PHH). **a** Schematic of PHH-inducing LPA injections. At 7 post-natal days (P7), neonates were injected intracerebroventricularly (ICV) with either vehicle or LPA. 8 days later (P15), neonates were euthanized and tissues removed for further analyses. **b** Photos of cranial swelling observed at P15 after vehicle (top panel) or 1mM LPA (bottom panel) injection. **c** Representative photomicrographs of hematoxylin and eosin (H & E) staining of coronal brain sections from vehicle- or 1mM LPA-injected mice at P15. Scale bars, 600 μm. **d** Quantification of ventricular volume eight days post-vehicle, 1 mM LPA, or 5 mM LPA injection. Bars represent mean ± s.d. and circles represent values from individual mice. *p*-value from ANOVA with Kolmogorov-Smirnov post-test. **e** Representative IBA1 staining of vehicle- and 1 mM LPA-injected brains at P15. Scale bars, 500 μm

Characterization of previous PHH models detected damage to the ependymal cells lining the lateral ventricles as early as three hours after LPA injection and recruitment of macrophages and microglia to the injured area within six hours of LPA injection [29]. Similar macrophage recruitment and microglial activation was seen in the current model using immunofluorescent detection of IBA1 expression (Fig. 1e) [50]. IBA1 immunolabeling revealed recruitment to the ventricles and a dramatic elevation in IBA1, a sign of microglial activation, as demonstrated by elevated staining brightness eight days post-LPA injection.

### Sustained Molecular Alterations To CSF Composition after LPA Injection

To identify potential protein mediators involved in the propagation of PHH inflammation, CSF was extracted from vehicle- and LPA-injected mice and subjected to broad proteomic analysis via Tandem Mass Tag (TMT) isobaric labeling quantitative analysis and a sensitive cytokine/chemokine array (Fig. 2a). Proteomic analysis identified more than 2,000 proteins that were significantly dysregulated in the CSF eight days after LPA injection (P15) (Fig. 2b). Subsequent gene ontology (GO) analysis [51, 52] revealed that 1 mM LPA injection altered the abundance of proteins involved in various pathways. While proteins related to nervous system development and cell-cell junctions were upregulated, those involved in vascular development, wound healing, and body fluid regulation were decreased in abundance. Proteins in the key immune response pathways of chemotaxis and humoral immunity were also significantly affected in the CSF eight days post-LPA injection, implicating dysfunctional immune and vascular responses in LPA-induced PHH (Fig. 2c).

**Fig. 2:**
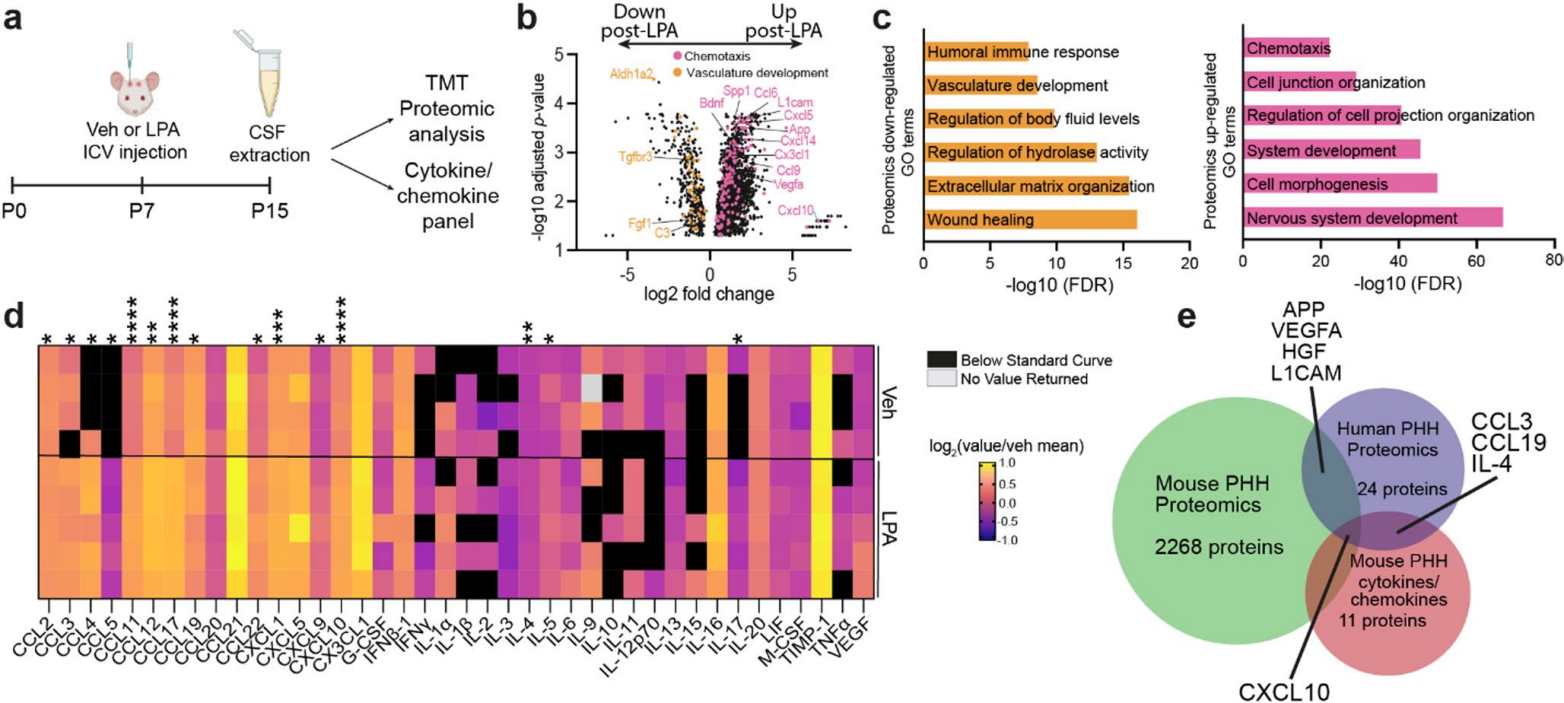
Altered CSF protein concentrations during LPA-induced post-hemorrhagic hydrocephalus (PHH). **a** Schematic of CSF collection at P15 after PHH induction by 1 mM LPA-injection at P7. **b** Volcano plot of differentially regulated proteins in a proteomic assessment of CSF. LPA data are from individual animals, vehicle data are from samples created by pooling CSF from three individual mice. *n* = 5 per group. **c** GO terms associated with up- and down-regulated proteins in the CSF. **d** Quantification of CSF chemokines and cytokines as measured by the Mouse Cytokine/Chemokine 44-Plex Discovery Assay Array (MD44), expressed as the log2-transformed value normalized to the vehicle mean. Black boxes indicate that the sample measurement was below the assay range, and gray boxes indicate no value was returned. Each row represents data from an individual sample. LPA values are from individual animals, vehicle values are from samples created by pooling CSF from three individual mice. Vehicle-injected, *n* = 4; LPA-injected, *n* = 5. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 versus vehicle-injected controls, as determined by unpaired Student’s *t*-test. **e** Overlap of proteins identified in human hydrocephalic CSF, list compiled from [56–63] (Supplementary Material 3), mouse model cytokine and chemokine analysis, and mouse model bulk proteomic assessment. Listed proteins follow the same trend in human and mouse analyses

Greater sensitivity for cytokine/chemokine detection was obtained by Discovery Assay Cytokine Array analysis of CSF (Fig. 2d). Of the 44 proteins profiled, 15 were significantly increased in CSF eight days post-LPA injection. Many were proteins considered to be pro-inflammatory chemokines involved in the recruitment of innate immune cells (neutrophils, macrophages, eosinophils, or basophils): CCL2 (MCP-1), CCL3 (MIP-1a), CCL4 (MIP-1β), CCL5 (RANTES), CCL11 (Eotaxin-1), CCL12 (MCP-5), and CXCL1 (KC) [53]. CCL3, CCL4, and CCL5 are also involved in natural killer (NK) cell migration, as well as modulation of T cell interactions with antigen presenting cells [53]. Other significantly increased chemokines are known to regulate T cell migration and subsequent immune responses: CXCL9 (MIG), CXCL10 (IP-10), CCL17 (TARC), CCL19 (MIP-3β), and CCL22 (MDC) [53]. While 13 chemokines were significantly increased, only three of 24 assayed cytokines were significantly affected: IL-4, IL-5, and IL-17. While IL-17 is considered pro-inflammatory, IL-4 and IL-5 are T helper-type 2 (T_H_2) cytokines, involved in responses to tissue damage and pathogens as well as pro-resolution pathways [54, 55].

We then compared the results of our mouse PHH model with those from studies of human hydrocephalus, wherein CSF was analyzed by either proteomics or multiplexed ELISA. Out of 24 biomarkers examined, 22 appeared to be upregulated in the CSF of these patients (VEGFA, HGF, L1CAM, APP, CXCL-10, CCL-3, IL-6, IL10, NCAM1, IL-8, IL-18, MMP-7, MMP-9, IL-1α, IL-1b, IL-12, TGF-b1, IL-4, sFas, SP-G, CCL-19, TNFα) and two appeared to be downregulated (XCL1, TIMP4) [56–63] (Supplementary Material 2). Five of these proteins (VEGFA, HGF, L1CAM, APP, CXCL-10) were also detected as dysregulated in our proteomics data set from mouse CSF (Fig. 2e). CXCL10 (IP-10) appeared upregulated via human and mouse proteomic analysis as well as via cytokine array and may play an integral role in the recruitment of T cells to sites of PHH-induced inflammation.

### Single-Nucleus RNA-Sequencing of Hydrocephalic Brains Identified Immune and Vascular-Mediated Alterations

To profile hydrocephalic brain cell types and their activation statuses in an unbiased manner, single-nucleus RNA-sequencing (snRNA-seq) was utilized. 

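Brains of 3 LPA-injected and 3 vehicle-injected mice, injected with 5 µl at P7 and collected at P15, gave 1 library each. Nuclei were stained with an antibody to NeuN, a protein of neuronal nuclei, and the NeuN-negative nuclei were sorted, with 10000 nuclei targeted per library. For each library the authors deposited the filtered matrix of Cell Ranger 4.0.0, which holds the unique molecular identifiers (UMIs) counted per gene and nucleus on a pre-mRNA reference of mm10. The values are whole counts of 32285 genes without normalization. The 3 LPA libraries held 8836, 10606 and 9516 barcodes with 50737541, 53380143 and 54715094 UMIs. The 3 vehicle libraries held 8639, 12894 and 12892 barcodes with 48852970, 65688644 and 55864168 UMIs. Following the paper's filters, nuclei were kept with at least 300 genes, at most 1% mitochondrial UMIs and a UMI count no more than 1.5 interquartile ranges above the third quartile of their library. The paper's Methods name the interquartile range without a factor, and 1.5 was chosen here. Between 90.6% and 91.9% of the barcodes were kept in LPA libraries and between 87.7% and 91.1% in vehicle libraries. The median UMI count per nucleus kept was 4001 to 4578 in LPA libraries and 3732 to 4513 in vehicle libraries. By the counts of Xist and of genes on chromosome Y, libraries LPA 1, vehicle 1 and vehicle 3 came from males and LPA 2, LPA 3 and vehicle 2 from females. Nuclei were clustered on 3000 variable genes, 40 principal components and 30 neighbors with the Leiden method at resolution 1, and the marker genes and the genes that the paper names for these data were kept out of the clustering. The authors' SCTransform integration and label transfer were not used here. Clusters were named from lists of markers chosen in advance. A class name such as astrocytes or immune cells therefore means the nuclei of clusters that are like this class by these markers, and a difference from the study's values may come from these rebuilt names. Within a group, the UMIs per gene, summed over all nuclei kept, varied between pairs of libraries by far more than counting error (chi-square per degree of freedom of 14.0 to 28.3). The library was therefore the replicate in every test except a Wilcoxon rank sum test on single nuclei, run to follow the paper's definition. Intervals and lower limits from counts cover counting error only. Gene expression was tested on UMIs summed per library and class, for classes with at least 10 nuclei in each library. edgeR's TMM normalization and quasi-likelihood test were used, with Benjamini-Hochberg adjustment over the genes tested in each class. DEGs were genes with an adjusted p-value under 0.05 and a log2 fold-change of at least 0.25 in size. Positions are those of GENCODE M21 on GRCm38, the assembly of mm10, counted from 1.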

After removing the cerebellum and the olfactory bulbs, nuclei were isolated, purified, and processed using the 10x Genomics 3′ Gene Expression kit (Fig. 3a). Nuclei were clustered, and labels were transferred from a reference dataset [46], allowing for the identification of six major cell populations: astrocytes, ependymal cells, immune cells, neurons, oligodendrocytes, and vascular cells (Fig. 3b and Supplementary Material 1). 

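Clustering divided the 57443 nuclei kept into 56 clusters, of which 37 with 48766 nuclei could be named. The neuronal nuclei (14240 in 15 clusters) and the nuclei of oligodendrocytes and their precursors (13089 in 7 clusters) were the most numerous. Astrocytes comprised 10305 nuclei in 3 clusters, led by Slc1a2 and Grin2c, by Slc6a11 and Agt, and by Gfap and Myoc. Vascular cells comprised 6777 nuclei in 6 clusters. The 2177 ependymal nuclei formed a cluster of 1104 led by the cilia genes Dnah12 and Cfap299, a cluster of 964 led by the choroid plexus gene Ttr and a cluster of 109 led by Cdc20b, Deup1 and Mcidas, genes of cells that are forming cilia. The 2178 immune nuclei formed 3 clusters, led by Siglech and Csf1r, by F13a1 and Mrc1, and by Gpnmb and Stab1. The other 19 clusters, with 8677 nuclei, carried markers of more than 1 class or too few markers of any and were left without a name. The limits for such mixed clusters were set after the clusters had been seen. Unnamed nuclei made up 15.3% ± 1.37 (SD, n = 3) of the nuclei of LPA libraries and 14.9% ± 1.28 (SD, n = 3) of those of vehicle libraries (exact permutation test, p = 0.5). Scrublet called between 12.7% and 15.9% of the nuclei of a library as doublets at an expected rate of 0.08, and these nuclei were kept unless stated otherwise.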

UMAP (uniform manifold approximation and projection) plots of nuclei derived from vehicle- versus LPA-injected animals showed similar, mostly overlapping cell type clusters between the two groups (Fig. 3c and Supplementary Material 1). 

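Each of the named clusters but 1 held nuclei of every library. The exception, an immune cluster of 545 nuclei led by Gpnmb, Stab1 and Spp1, held 2.05% of the nuclei of LPA libraries on average and 0.00570% of those of vehicle libraries. In 21 of the 37 named clusters, the mean shares of the 2 groups lay within a factor of 1.5 of each other. The share was higher by more than this factor in LPA libraries in 8 clusters and lower in 8. A cluster of astrocytes led by Gfap, Myoc, Thbs4 and C4b made up 5.28% of LPA nuclei and 1.89% of vehicle nuclei. A cluster of neurons led by Top2a and Dlx6os1, genes of dividing cells and of interneuron precursors, made up 1.15% and 0.388%, and the ependymal cluster led by Cdc20b and Mcidas 0.387% and 0.0246%. The largest fall in percentage points was in a vascular cluster led by Aox3, Col4a6 and Bmp6, with 2.03% of LPA nuclei and 5.04% of vehicle nuclei. No test was made per cluster.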

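Each library gave 1 share per class, with all nuclei kept as the denominator, named or not, and the mean shares were compared with a two-sided exact permutation test over the 20 assignments of the 6 libraries. The smallest p-value that 3 libraries against 3 allow is 0.1. Astrocytes made up 20.4% ± 1.67 (SD, n = 3) of LPA nuclei, between 18.4% and 21.3%, and 15.7% ± 1.16 (SD, n = 3) of vehicle nuclei, between 14.6% and 16.9% (exact p = 0.1). Of the alternatives tried, leaving out the doublets that Scrublet called moved this difference most, from 4.68 to 7.03 percentage points. In that clustering the class also took in a cluster of 891 nuclei with a median of 581 UMIs, led by Snhg9 and Tmsb4x, without which the difference was 5.12 points. Immune cells made up 5.64% ± 0.444 of LPA nuclei and 2.16% ± 1.12 of vehicle nuclei (exact p = 0.1). The lowest LPA library, at 5.37%, lay above the highest vehicle library, at 3.39%. Vascular cells made up 9.00% ± 0.975 of LPA nuclei and 14.0% ± 0.832 of vehicle nuclei (exact p = 0.1), and the highest LPA library, at 9.95%, lay below the lowest vehicle library, at 13.2%. Without the mitochondrial filter, the difference in vascular cells was −2.60 percentage points in place of −5.01. In all 3 classes the libraries of the groups did not overlap, which 10% of the assignments give by chance. A share is relative to the other nuclei in its library and is not a number of cells in the brain.

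**Figure D1:**
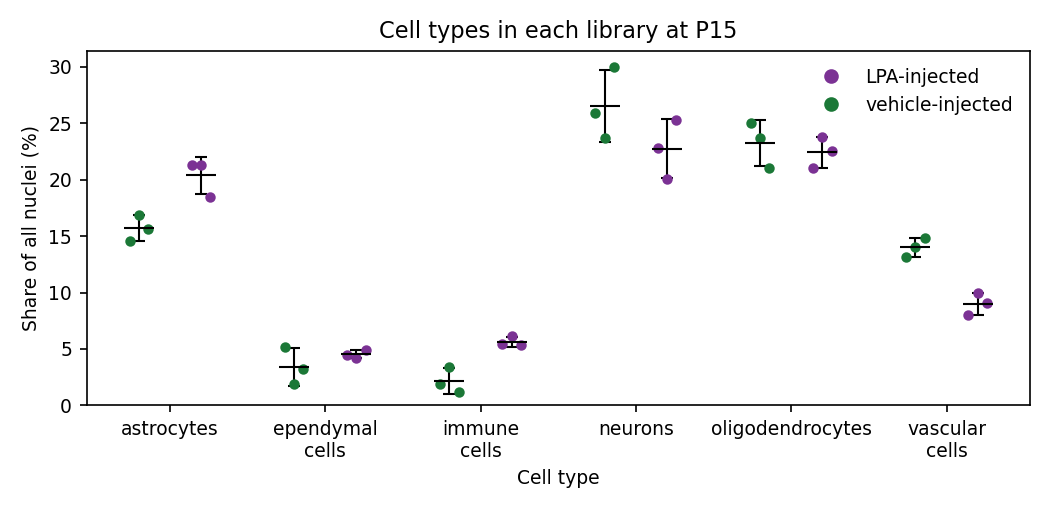
Share of each of the 6 classes among all nuclei kept, in percent, for LPA and vehicle libraries. Points are single libraries, and bars give the mean and SD of 3 libraries per group; the groups do not overlap for astrocytes, immune cells and vascular cells.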

Initial analysis revealed changes in the proportions of different cell types present in the brain in response to LPA; whereas astrocytes and immune cells were significantly elevated, vascular cells were significantly reduced after LPA injection (Fig. 3d). 

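Ependymal cells, which here include the choroid plexus epithelium, made up 4.52% ± 0.348 (SD, n = 3) of LPA nuclei and 3.41% ± 1.66 (SD, n = 3) of vehicle nuclei (exact permutation test, p = 0.4). The difference of 1.12 percentage points rested in part on single vehicle libraries, since it was 1.99 without vehicle 1 and 0.344 without vehicle 2. It was 0.384 without the mitochondrial filter. Neurons that remained after the sort made up 22.7% ± 2.59 of LPA nuclei and 26.5% ± 3.17 of vehicle nuclei (exact p = 0.2), a difference of −3.80 percentage points that became −2.08 without vehicle 3. Oligodendrocytes and their precursors made up 22.4% ± 1.37 and 23.3% ± 2.02 (exact p = 0.7), and their difference of −0.821 percentage points changed sign without vehicle 1, to 0.0727. The libraries of the groups overlapped in all 3 classes.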

Proportions of ependymal cells, neurons, and oligodendrocytes did not change significantly in response to LPA (Supplementary Material 1).

**Fig. 3:**
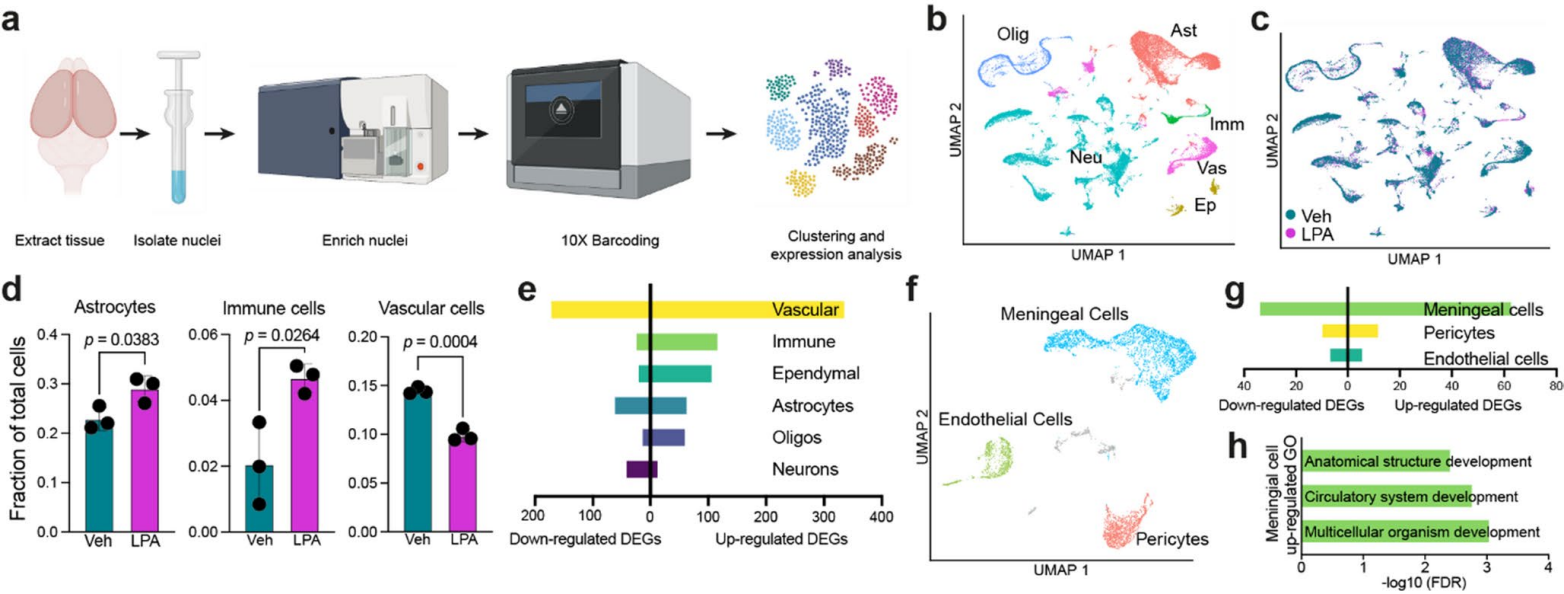
Single-nucleus RNA-sequencing (snRNA-seq) analyses of LPA-induced post-hemorrhagic hydrocephalus (PHH) brains. **a** Schematic of snRNA-seq processing of PHH brain nuclei **b** Cells were clustered into six cell types: astrocytes (Ast), ependymal cells (Ep), immune cells (Imm), neurons (Neu), oligodendrocytes (Olig), and vascular cells (Vas). Colors indicate cell types. **c** UMAP of cell populations identified in **b** colored according to vehicle (blue) or LPA (pink) injection. **d** Contribution of astrocytes, immune cells, and vascular cells to the total cell number in vehicle- (green) and LPA-injected (purple) brains. Bars represent mean ± s.d. and circles represent values from individual mice. *p*-values from unpaired Student’s *t*-test. **e** Differentially expressed gene (DEG) counts in the six cell types observed in **b**. **f** UMAP of vascular cell-associated subpopulations: pericytes, meningeal cells, and endothelial cells colored according to cell type. **g** DEG counts for vascular cell subtypes identified in **f**. **h** GO terms for upregulated meningeal cell DEGs

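The quasi-likelihood test covered between 10028 genes in immune cells and 16851 genes in neurons. Values below are counts per 1000000 UMIs (CPM) with TMM normalization, as mean ± SD over 3 libraries. In astrocytes, Gfap (ENSMUSG00000020932, chromosome 11, 102887336 to 102900912) stood at 275 ± 31.1 CPM in LPA libraries and 107 ± 9.50 in vehicle libraries. Its log2 fold-change was 1.37 (standard error 0.08, adjusted p = 6.25e-10 from edgeR's quasi-likelihood test), between 1.23 and 1.70 over the alternatives with libraries as replicates. C4b (ENSMUSG00000073418, chromosome 17, 34728380 to 34743882) rose in the same class by 1.90 on the log2 scale, and the long noncoding RNA C530044C16Rik by 3.48. Apoe (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188) fell there by 0.56, from 3336 ± 449 to 2262 ± 79.4 CPM, and the glucocorticoid-induced gene Tsc22d3 fell by 0.74. In ependymal cells, Mcidas, a regulator of multiciliated cells, rose by 3.92 on the log2 scale and Top2a, a gene of dividing cells, by 3.03. Enpp2, which encodes the enzyme that makes LPA, fell by 0.52 (adjusted p = 0.00829 from edgeR's test, 2.49e-06 to 0.135 over the alternatives). It was not called without the mitochondrial filter (−0.29), nor without LPA 1, LPA 3, vehicle 2 or vehicle 3 (−0.53 to −0.44). The mix of clusters in the class also differed. The choroid plexus cluster led by Ttr held 470 of 1193 ependymal nuclei in LPA libraries and 494 of 984 in vehicle libraries. Whether Enpp2 fell within a cluster was not tested, so its fall may come from this mix. In immune cells, Anapc15 rose by 2.28 and Plek by 2.04, while Fkbp5 (ENSMUSG00000024222, chromosome 17, 28399094 to 28517527), another glucocorticoid-induced gene, fell by 1.35. Oligodendrocytes showed a rise of 0.75 in Arhgap24 and falls of 0.63 in Opalin and 1.04 in the LPA receptor gene Lpar6. Precursor-like clusters made up 54.1% of this class in LPA libraries and 37.5% in vehicle libraries. The changes of these genes may therefore come in part from the mix of nuclei in the class. In neurons, Ide rose by 0.69, and Gfap and C4b by 1.19 and 1.70, though C4b was not called without LPA 1 (1.70, adjusted p = 0.0582 from edgeR's test). Gfap stood at 3.92% of its level in astrocytes there, and 9 of 14 other astrocyte markers reached this percentage or more. Slc6a20a and Bmp6, lower by −0.99 and −0.56, were called in 11 and 6 of the 17 alternatives that tested them. Slc6a20a was not called without LPA 1, vehicle 2 or vehicle 3 (−1.01 to −0.92), nor Bmp6 without vehicle 2 or any LPA library (−0.57 to −0.53). Both are meningeal markers. In neurons of vehicle libraries they stood at 1.02% and 1.63% of their level in meningeal cells, and 19 and 14 of 22 other meningeal markers reached this percentage or more. In vascular cells, Morrbid rose by 0.91, and Fbn2 and Cyp26b1 fell by 1.26 and 2.27. The paper lists its DEGs per class in Supplementary Material 3. Of the 130 that it lists for astrocytes, all 130 had the same sign here and 107 were DEGs, and of 508 tested from the list for vascular cells, 507 had the same sign and 423 were DEGs. The corresponding numbers were 130 of 130 and 110 for ependymal cells, 145 of 145 and 129 for immune cells, and 78 of 79 and 58 for oligodendrocytes. In neurons 56 of 60 had the same sign and 2 were DEGs. These lists were chosen by the study on the same libraries, so the overlap is not independent evidence.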

Further analysis revealed changes in gene expression within the six cell types when comparing nuclei from LPA-injected neonates to vehicle controls. Differentially expressed genes (DEGs) were defined as those expressed in at least 10% of either LPA-injected or control populations, ≥ 0.25 log_2_ fold-change, and *p* < 0.05 by Wilcoxon rank sum test with Bonferroni correction. 

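With the library as the replicate, 1161 of 13776 genes tested in vascular cells were DEGs, 680 higher and 481 lower in LPA libraries. Oligodendrocytes had 1811 DEGs (1160 higher and 651 lower) and astrocytes 1245 (763 higher and 482 lower). Ependymal cells had 549 DEGs (401 higher and 148 lower), immune cells 568 (363 higher and 205 lower) and neurons 8 (5 higher and 3 lower). At an unadjusted p under 0.05, before the limit on size, 1185 genes passed in neurons. Of the 19 alternatives set before the data were examined, 1 moved the count in vascular cells most. This was drawing the same number of nuclei from every class in a library, which left 269 DEGs. A separate draw with the same mix of vascular subtypes in every library, described below, left 95. Leaving out 1 library gave between 692 and 1432 DEGs in vascular cells, the lowest numbers being 692 without vehicle 3 and 730 without LPA 3. In oligodendrocytes the range was 1160 (without LPA 2) to 1856, and in astrocytes 912 to 1251. Ependymal cells depended on single libraries, with 284 DEGs without LPA 1, 242 without LPA 3, 193 without vehicle 2 and 244 without vehicle 3. Immune cells had 342 without LPA 3 and 320 without vehicle 2, and neurons 3 without LPA 1, 41 without vehicle 1 and 5 without vehicle 2. The paper tested nuclei as replicates. With a Wilcoxon rank sum test on single nuclei, Bonferroni correction, detection in 10% of the nuclei of a group and the same limit on size, vascular cells had 467 genes (310 higher and 157 lower), the most of the 6 classes. On this count oligodendrocytes had 408 genes, immune cells 319, ependymal cells 204, astrocytes 165 and neurons 26. Nuclei of a library are not independent, so these numbers describe the paper's definition and carry no error rate across mice. In this test 1 was added to the mean scaled count of each group before the log2 fold-change was taken, unlike in edgeR's test. The limit on size was therefore stricter here for genes with low counts. The Bonferroni correction and the detection limit differ as well, so the 2 kinds of count do not differ in the replicate alone. Seurat, which the paper used, computes fold-changes on its own scale, so the limit on size may cut differently there.

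**Figure D2:**
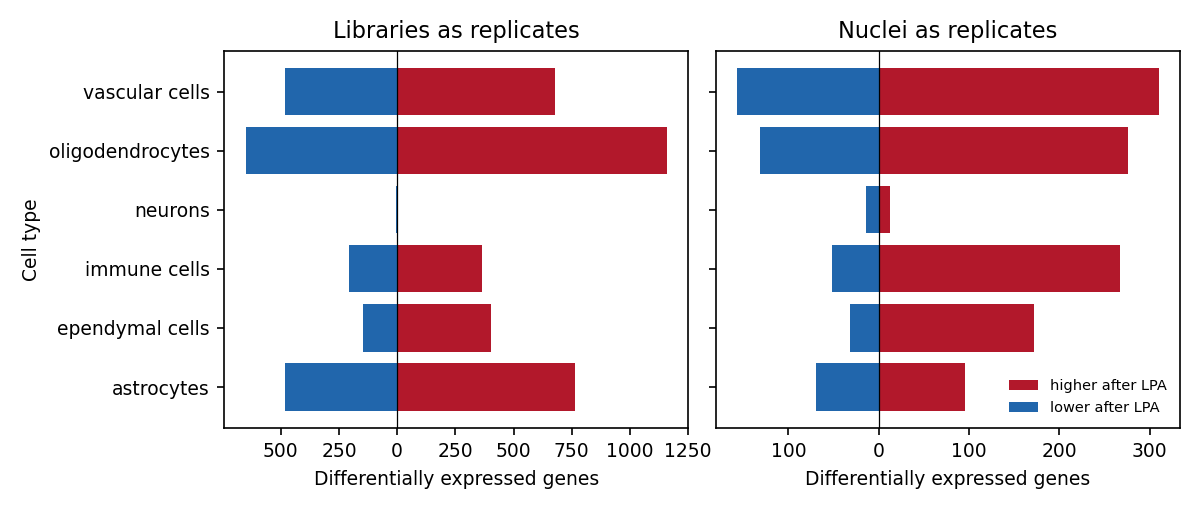
Number of DEGs per class, higher (up) and lower (down) in LPA libraries, with libraries as replicates on the left and with nuclei as replicates on the right. The axes have different scales; oligodendrocytes are highest on the left (1811) and vascular cells on the right (467).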

In response to LPA injection, vascular cells had the greatest number of up- and down-regulated genes (Fig. 3e, Supplementary Material 3). Vascular dysfunction is believed to be a likely driver of hydrocephalus, as it may prevent effective draining of excess CSF. To investigate further, vascular cells were subclustered into pericytes, meningeal cells, and endothelial cells (Fig. 3f). Subclustering revealed that meningeal cells drove the obvious vascular transcriptomic changes, as they had dramatically more DEGs (97) compared to only 22 in pericytes and 13 in endothelial cells (Fig. 3g). 

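The vascular nuclei were clustered again and divided by fixed markers into 4168 meningeal, 1313 pericyte and 1253 endothelial nuclei, with 43 left unnamed. An endothelial sub-cluster was led by hemoglobin genes. Meningeal cells had 143 DEGs among 12414 genes tested, 79 higher and 64 lower in LPA libraries. Pericytes had 5 (1 higher and 4 lower) among 8266 genes and endothelial cells 10 (3 higher and 7 lower) among 8508. Without the mitochondrial filter, meningeal cells had 990 DEGs, the largest change of the alternatives tried. They had 58 without vehicle 3 and 92 without LPA 3. Pericytes had 25 DEGs without LPA 3, 28 without vehicle 1 and 13 without vehicle 3. Endothelial cells had 16 without LPA 1, 26 without LPA 2, 36 without vehicle 1 and 6 without vehicle 3. At an unadjusted p under 0.05, before the limit on size, 608 genes passed in pericytes. In meningeal cells Cyp26b1, which encodes an enzyme that degrades retinoic acid, fell from 38.97 ± 8.07 to 9.29 ± 1.30 CPM (SD, n = 3), a log2 fold-change of −2.06 (standard error 0.242, adjusted p = 2.03e-05 from edgeR's quasi-likelihood test). The fibrillin gene Fbn2 fell by 0.89 and Fkbp5 by 0.85, and Nav1 rose by 0.72. In pericytes Ltbp1, Rcan2 and Adam12 were lower by −1.76, −1.32 and −1.11, and Csmd1, the DEG that rose, by 0.67, was called in 14 of 18 alternatives. Adam12 was not called with Seurat's RPCA integration before clustering (−0.54) or with nuclei as replicates (−0.41), and Ltbp1 not without LPA 2 (−1.34) or with DESeq2 (−1.75). Rcan2 was called in 10 of 16 alternatives, and not without LPA 2 (−1.08) or vehicle 2 (−1.17), without the mitochondrial filter, without Scrublet's doublets, with RPCA integration or with DESeq2. Rcan2 was also among the leading genes of a meningeal sub-cluster. In endothelial cells the meningeal marker Cemip fell by 2.69 and the mitochondrial gene mt-Co2 by 1.06, and neither was called without the mitochondrial filter (−1.82 and −1.50). Gfap rose by 2.25, from 10 to 61 UMIs in all, and was called in 8 of 16 alternatives, and not without LPA 2, LPA 3, vehicle 2 or vehicle 3 (2.15 to 2.34). The 3 populations differed in the number of nuclei and therefore in depth, and no test compared their counts of DEGs with each other.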

Ontological assessment of these upregulated meningeal cell genes pointed to abnormal developmental processes (Fig. 3h), likely from compensatory reformation of functional structures following significant structural disruption observed in the brain [51, 52].

### Distinct Activated Microglial Profiles Identified in Hydrocephalic Brains after LPA Injection

As our proteomics and cytokine array data indicated a sustained neuroinflammatory response to LPA injection, immune cells were subclustered to identify specific cell types (Fig. 4a). 

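The 2178 immune nuclei were clustered again on 2000 variable genes and 20 principal components into 11 sub-clusters. Fixed markers named 4 of them homeostatic microglia (1204 nuclei), 2 activated microglia (449 nuclei) and 2 macrophages (195 nuclei). LPA libraries supplied 691 of the homeostatic, 448 of the activated and 73 of the macrophage nuclei, and vehicle libraries 513, 1 and 122. Some named sub-clusters were led by other genes. A homeostatic sub-cluster of 71 nuclei, 62 of them from LPA libraries, was led by the interferon-induced genes Oasl2, Usp18 and Oas2, another of 21 nuclei by genes of dividing cells such as Top2a, and a macrophage sub-cluster of 19 nuclei by the MHC II genes H2-Eb1 and Cd74. The other 3 sub-clusters stayed unnamed. One of 234 nuclei, 221 of them from LPA libraries, carried markers of both microglial states, one of 73 nuclei carried neuronal genes, and one of 23 nuclei carried the lymphocyte genes Skap1, Ikzf3 and Pax5. Unnamed nuclei made up 19.5% ± 3.07 (SD, n = 3) of the immune nuclei of LPA libraries and 6.28% ± 0.837 (SD, n = 3) of those of vehicle libraries, without overlap (exact permutation test, p = 0.1). The limits that left them unnamed were set after the sub-clusters had been seen.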

Three populations were defined, with observable separation between vehicle- and LPA-injected brains (Fig. 4b). One population was determined to be peripheral macrophages based on the presence of markers including *Lyve1*, *F13a1*, and the lack of microglia-specific marker *Cx3cr1* (Fig. 4c). 

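Lyve1 (ENSMUSG00000030787, chromosome 7, 110850607 to 110863239) stood at 156 ± 92.8 CPM (SD, n = 6 libraries) in macrophages, had no UMI in homeostatic microglia and stood at 1.71 ± 2.95 CPM in activated microglia (SD, n = 3). F13a1 (ENSMUSG00000039109, chromosome 13, 36867178 to 37050244) stood at 4341 ± 1012 CPM in macrophages and at 9.88 ± 8.10 in homeostatic microglia. Cx3cr1 (ENSMUSG00000052336, chromosome 9, 119901616 to 120069879) stood at 283 ± 192 CPM in macrophages and 1273 ± 165 in homeostatic microglia. The level in macrophages was lower than in homeostatic microglia but above the 16.3 ± 1.70 CPM in neurons, which is taken as the background from free RNA. Lyve1, F13a1 and Cx3cr1 are among the markers that named the sub-clusters, so their order is in part set by the naming.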

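In the 3 LPA libraries, the sub-clusters named activated microglia held 328 ± 34.1 CPM of Cx3cr1 (SD, n = 3), which compares with 1199 ± 59.9 in homeostatic microglia of the same libraries. Macrophages of these libraries held 368 ± 261 CPM, so the level of Cx3cr1 did not tell activated microglia from macrophages. Nor did P2ry12, at 298 ± 31.3 CPM in activated microglia and 343 ± 37.5 in macrophages. Tmem119 stood at 3.58 ± 4.19 CPM in activated and 177 ± 41.8 in homeostatic microglia. F13a1, at 35.6 ± 24.7 CPM in activated microglia and 4416 ± 1317 in macrophages, set these populations apart. The markers therefore do not settle whether all nuclei named activated microglia are microglia. Spp1 (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050) stood at 787 ± 51.4 CPM in activated and 14.6 ± 8.38 in homeostatic microglia of LPA libraries. Gpnmb (ENSMUSG00000029816, chromosome 6, 49036546 to 49070929) stood at 1330 ± 145 and 6.17 ± 8.69 CPM. Apoe was present in both states, at 3786 ± 440 CPM in activated and 841 ± 184 in homeostatic microglia. It stood at 3279 ± 346 CPM in macrophages and was therefore not specific to activation. Spp1, Gpnmb and Apoe are among the markers that named the activated sub-clusters, and the values describe the populations and are not tests. The homeostatic nuclei of vehicle libraries held no UMI of Spp1 or Gpnmb.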

The other two populations, termed homeostatic microglia and activated microglia, both expressed microglial markers, including *Cx3cr1*, but were distinguished by the absence or presence of markers for microglial activation, including *Spp1*,* Apoe*, and *Gpnmb* (Fig. 4c). 

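Shares of the immune subtypes were taken of all immune nuclei in a library, which were 437, 600 and 463 in LPA libraries and 144, 395 and 139 in vehicle libraries. The test was the same exact permutation test over libraries, for which 0.1 is the smallest p-value. Macrophages made up 4.87% ± 1.14 (SD, n = 3) in LPA libraries and 18.9% ± 3.56 (SD, n = 3) in vehicle libraries (exact p = 0.1), a difference of −14.1 percentage points. At Leiden resolution 2 it was −8.88, the furthest of the alternatives tried. Activated microglia made up 29.8% ± 6.06 of immune nuclei in LPA libraries, with 106, 174 and 168 nuclei. In vehicle libraries, 0 of 144, 0 of 395 and 1 of 139 immune nuclei were of this state, a mean of 0.240% ± 0.415 (exact p = 0.1). The counts of 0 allow shares of up to 2.08% and 0.759%. Homeostatic microglia made up 45.8% ± 7.11 in LPA libraries and 74.5% ± 4.75 in vehicle libraries (exact p = 0.1), a difference of −28.8 percentage points that was −20.0 with RPCA integration. None of the 3 subtypes overlapped between the groups. The 3 shares are parts of 1 total together with the unnamed nuclei, so a rise in one lowers the others.

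**Figure D3:**
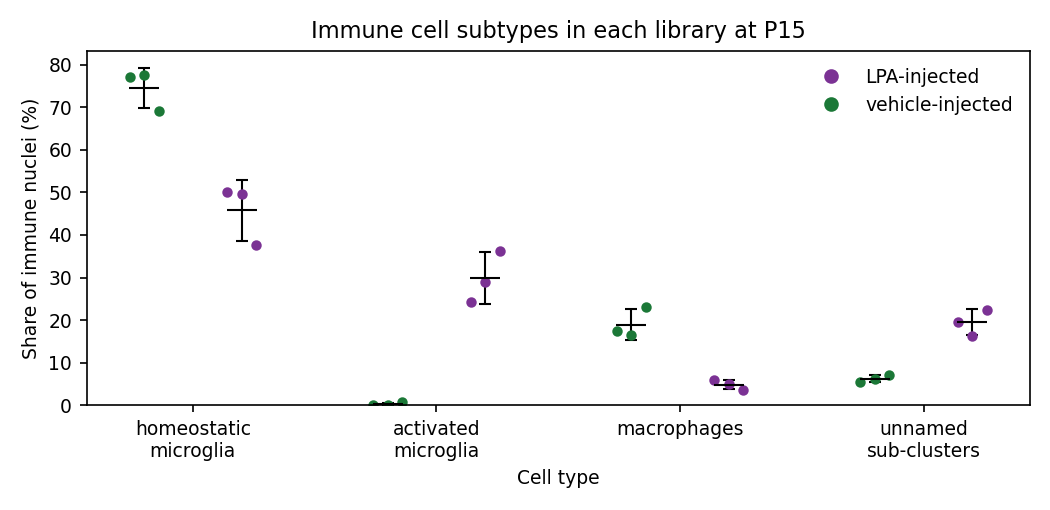
Share of homeostatic microglia, activated microglia, macrophages and unnamed nuclei among immune nuclei, in percent, for LPA and vehicle libraries. Points are single libraries, and bars give the mean and SD of 3 libraries per group; 1 activated nucleus was found in the vehicle libraries.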

While peripheral macrophages were significantly decreased at this time point, activated microglia accounted for significantly more of the total immune cell population, and homeostatic microglia were unchanged in response to LPA injection (Fig. 4d).

**Fig. 4:**
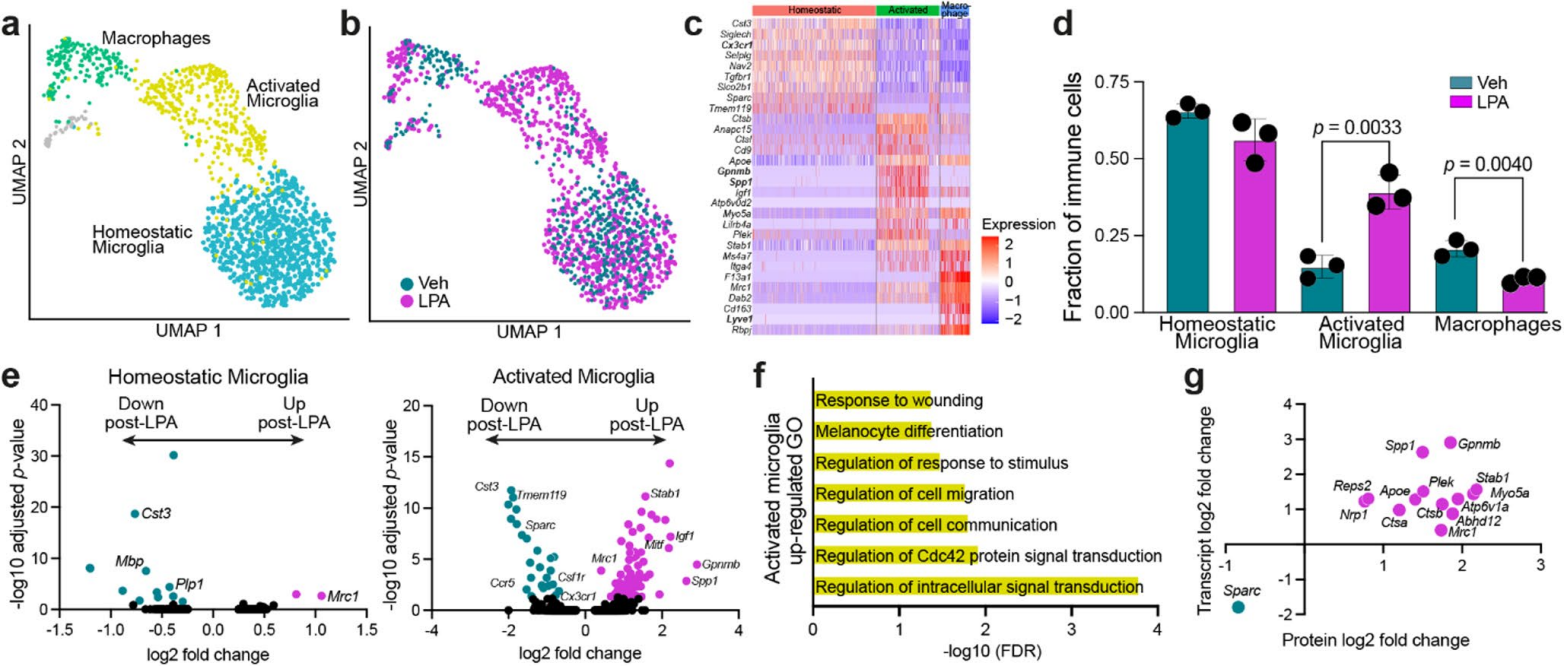
Transcriptomic detection of microglial activation in LPA-induced post-hemorrhagic hydrocephalus (PHH) compared to controls. **a** UMAP of immune cell subpopulations from PHH vs. control brains at P15: homeostatic microglia, activated microglia, and macrophages, colored according subtype. **b** UMAP of immune cell populations identified in **a** colored according to vehicle- (green) or LPA-injection (purple). **c** Heatmap of key immune cell subtype-identifying genes. **d** Contribution of homeostatic microglia, activated microglia, and macrophages to the total immune cell number in vehicle- (green) and LPA-injected (purple) brains. Bars represent mean ± s.d, and symbols represent values from individual mice. *p*-values from unpaired Student’s *t*-test. **e** Volcano plots showing key DEGs from homeostatic and activated microglia. Genes that meet DEG cutoffs are colored green if downregulated after LPA injection or purple if upregulated after LPA injection. **f** Top GO terms associated with genes upregulated after LPA injection in activated microglia clusters. **g** Genes differentially regulated in the same direction in both CSF proteomic data and activated microglia transcriptomes

The significant increase in activated versus homeostatic microglia coincided with a change in gene expression by activated microglia. 

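As shares of all nuclei kept, homeostatic microglia stood at 2.59% ± 0.529 (SD, n = 3) in LPA libraries and 1.63% ± 0.915 (SD, n = 3) in vehicle libraries, with overlap (exact permutation test, p = 0.2). Activated microglia stood at 1.68% ± 0.331 and 0.00284% ± 0.00492 (exact p = 0.1). Both states together stood at 4.28% ± 0.491 of LPA nuclei and 1.64% ± 0.911 of vehicle nuclei (exact p = 0.1). Macrophages stood at 0.276% ± 0.0683 and 0.386% ± 0.151 of all nuclei (exact p = 0.4). A comparison of gene expression within activated microglia between the groups could not be made, because vehicle libraries held 1 nucleus of this state in all, below the limit of 10 nuclei per library. No alternative gave enough vehicle nuclei for it.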

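In macrophages, with 26, 30 and 17 nuclei in LPA libraries and 25, 65 and 32 in vehicle libraries, 1540 genes could be tested. Gpc6 was lower in LPA libraries by −1.90 on the log2 scale (adjusted p = 0.0427 from edgeR's quasi-likelihood test, 0.0607 to 1 over the alternatives) and was the 1 DEG, while 68 genes passed an unadjusted p under 0.05. Gpc6 was not called in any alternative. No gene was called when any library but vehicle 3 was left out, and 2 other genes were called without vehicle 3. Mrc1 (ENSMUSG00000026712, chromosome 2, 14229392 to 14332057), listed for macrophages in the paper's Supplementary Material 4, fell by 0.29 without being called (adjusted p = 0.910 from edgeR's test, 0.0779 to 1 over the alternatives). In homeostatic microglia 50 of 6860 genes were DEGs, 19 higher and 31 lower, with 16 without vehicle 2, 24 without LPA 3 and 17 with DESeq2 in place of edgeR. All 14 genes listed for this population in Supplementary Material 4 had the same sign here, and 11 were DEGs. Mrc1 rose in homeostatic microglia from 81.1 ± 16.1 to 313 ± 39.4 CPM (SD, n = 3), a log2 fold-change of 1.88 (standard error 0.198, adjusted p = 5.84e-14 from edgeR's test). Anapc15 rose by 1.71 and Myo5a by 1.21, though Myo5a was called in 13 of 18 alternatives and not without vehicle 2 (1.17). Cst3 fell by 0.86, Fkbp5 by 0.87 and the mitochondrial gene mt-Co2 by 1.53, though mt-Co2 was not called without the mitochondrial filter (−1.49).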

While macrophages were determined to have a single DEG (Supplementary Material 4) and homeostatic microglia had 14 (Fig. 4e, Supplementary Material 4), the transcriptome of activated microglia was dramatically altered. This cell subpopulation had 91 DEGs, including further increases in activation markers and loss of homeostatic markers (Fig. 4e, Supplementary Material 4). 

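In place of activated microglia alone, homeostatic and activated microglia were pooled per library, so a change in this pool combines the change in the share of the states with any change within them. The pool takes the nuclei named activated microglia as microglia, which their markers do not settle. The pool held 1139 LPA and 514 vehicle nuclei, and 830 of 8561 genes were DEGs, 494 higher and 336 lower. There were 470 without vehicle 2. Spp1 had 806 UMIs in LPA libraries (378 ± 58.4 CPM, SD, n = 3) and none in vehicle libraries, at least 90.3-fold higher. Gpnmb had 1354 UMIs (633 ± 141 CPM) and none, at least 152-fold higher. Apoe rose from 677 ± 149 to 2289 ± 519 CPM, a log2 fold-change of 1.73 (standard error 0.151, adjusted p = 6.27e-10 from edgeR's quasi-likelihood test). Igf1 rose by 5.37 and Mitf by 1.54. Of the homeostatic genes, Cst3 (ENSMUSG00000027447, chromosome 2, 148871722 to 148875692) fell from 2119 ± 257 to 805 ± 127 CPM, a log2 fold-change of −1.40 (standard error 0.121, adjusted p = 1.15e-13 from edgeR's test). Cst3 was also lower in astrocytes, by −0.78 (adjusted p = 0.00736 from edgeR's test), so its fall was not specific to microglia. The change in microglia minus that in astrocytes was −0.60 and did not pass (adjusted p = 0.136 from limma's test). Tmem119 (ENSMUSG00000054675, chromosome 5, 113793729 to 113800516) fell by 1.44, and Csf1r and Cx3cr1 by 0.71 each. The myelin gene Mbp fell by 0.71. Myelin transcripts, products of oligodendrocytes, stood in immune cells at 26.8% ± 1.75 (SD, n = 3) of their level in all nuclei in LPA libraries and 30.2% ± 6.28 in vehicle libraries. As sets, 17 tested activation markers had a median log2 fold-change of 1.73, 16 higher and 12 of these DEGs (adjusted p = 5.17e-05 from limma's fry). The 1 activation marker that was lower, by −0.48, was also a DEG. The 16 homeostatic markers had a median of −0.77, all 16 lower and 14 of them DEGs (adjusted p = 0.00197 from limma's fry). Both calls held with limma's camera at a preset correlation of 0.01. With each library left out in turn, the medians stayed between 1.50 and 1.85 and between −0.89 and −0.69.

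**Figure D4:**
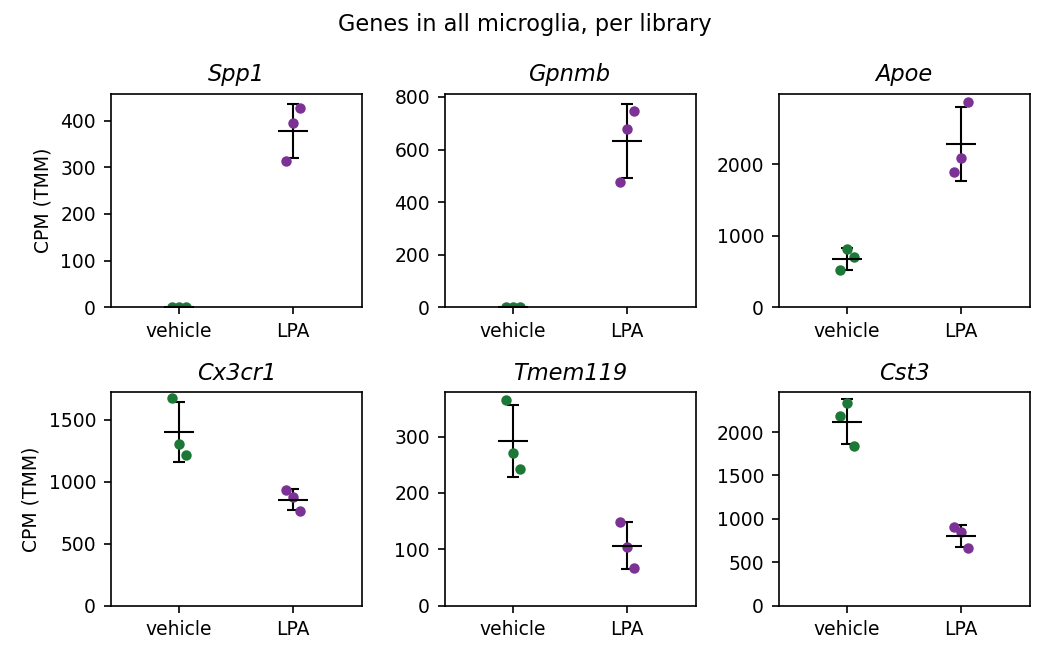
CPM with TMM normalization of activation and homeostatic genes in pooled homeostatic and activated microglia. Points are single libraries, 3 per group; Spp1 and Gpnmb had no UMI in the vehicle libraries.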

To further characterize the differences between activated microglia from LPA- and vehicle-injected brains, GO analysis was performed. Pathways related to signal transduction, cell migration, and response to wounding were impacted the most (Fig. 4f). These data correlate with data obtained from our earlier model, which showed that microglia were activated and actively recruited to the ventricular borders in response to LPA-induced hydrocephalus [29]. We next compared the single-nucleus transcriptomic data from activated microglia with our proteomic data from bulk brain tissue. This analysis identified 14 genes that were similarly altered at both the mRNA and protein levels (Fig. 4g), including microglial activation markers, *Spp1* and *Gpnmb*. By contrast, homeostatic microglia had only a single gene with coordinated mRNA-protein dysregulation, and macrophages had none. Collectively, these data suggest that both a significant increase in the number of activated microglia and a heightened state of activation persisting a week after LPA injection contribute to the ongoing inflammatory hydrocephalic status.

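On the side of the mRNA, all 14 genes labeled in Fig. 4g were tested in the pooled microglia. Of these, 13 were DEGs higher in LPA libraries and 1, Sparc, was a DEG lower in LPA libraries (−1.14 on the log2 scale). Besides Spp1, Gpnmb and Apoe, the rises on the log2 scale were 3.06 in Myo5a, 2.81 in Mrc1, 2.07 in Reps2, 2.04 in Plek, 1.91 in Ctsb, 1.74 in Stab1, 1.56 in Atp6v1a and 1.49 in Nrp1. Abhd12 and Ctsa rose least, by 0.69 each. Ctsa was not called without vehicle 2 (0.38, adjusted p = 0.404 from edgeR's quasi-likelihood test, 9.97e-05 to 0.404 over the alternatives) nor with DESeq2. The study picked these genes from the same libraries, so the tally is not independent evidence. The protein values were not analysed here.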

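In homeostatic microglia 12 of the 14 genes could be tested, and 3 of them, Mrc1, Myo5a and Nrp1, were DEGs, all higher in LPA libraries. Nrp1 was not called without Scrublet's doublets or at Leiden resolution 2. In macrophages 9 could be tested and none was a DEG, with 68 of all genes tested there at an unadjusted p under 0.05. Whether these changes differ between the populations was not tested.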

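The number of activated microglia was measured as a share of nuclei, and their expression in the pooled microglia, since vehicle libraries held too few nuclei of this state for a comparison within it. From the larger share of activated microglia and from their altered expression, together with the proteins altered in the same direction, the paper proposes that activated microglia contribute to ongoing inflammation in the hydrocephalic brain.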

### Sustained Microglia Depletion Diminishes Ventriculomegaly

We hypothesized that activated microglia were key to the development and/or progression of PHH. To clarify the role of microglia in our LPA-induced PHH model, Pexidartinib (PLX3397) was administered to deplete microglia from the developing brain. PLX3397 is a blood-brain barrier-penetrant multi-targeted receptor tyrosine kinase inhibitor of CSF-1R, Kit (c-Kit), and FLT3, capable of eliminating microglia and macrophages [64, 65]. Daily subcutaneous administration of this compound at a 50 mg/kg dose can effectively deplete microglia in mice, including mouse neonates [66]. To study the effects of microglial depletion on PHH development in this model, PLX3397 (50 mg/kg) was injected daily for 15 days (P1-P15), with LPA injection (5mM) at P7, and tissues were isolated eight days later (P15) (Fig. 5a). The higher dose of LPA was utilized to obtain an unambiguous answer with regard to the role of microglia in the production of ventriculomegaly and neuroinflammation. Immunofluorescence imaging of Iba1 staining confirmed that PLX3397 administration depleted microglia by P7, as evidenced by a loss of Iba1 signal (Fig. 5b).

Changes to neuroinflammatory cytokines due to the absence of microglia were studied by cytokine array of CSF samples extracted from vehicle-, LPA-, and LPA/PLX3397-injected brains. This analysis revealed that inflammation is sustained, even after microglia depletion, in LPA-injected samples. Nevertheless, PLX3397 administration significantly reduced some cytokine levels to near vehicle baseline levels, including CCL2 (MCP-1), CCL4 (MIP-1b), CCL12 (MCP-5), CCL22 (MDC), IL-16, and IL-17 (Fig. 5c and Supplementary Material 1). PLX3397 induced significant increases in CCL11 (eotaxin) and CX3CL1 (fractalkine), chemokines involved in microglial recruitment, and G-CSF and M-CSF, which are both chemokines as well as myeloid growth factors, provided supporting evidence that microglia were involved in the LPA-induced inflammatory response and had been effectively depleted. Two cytokines usually considered pro-inflammatory, CXCL1 (KC) and IFNg, were also significantly increased. The conventional T helper (Th)-type 2 (Th2) cytokines IL-3, IL-4, IL-5, and IL-10 were all significantly increased, whereas Th1-related IL-16 and Th17 cytokine IL-17 were both significantly decreased. These changes in the cytokine profile indicated that myeloid cell depletion by PLX3397 shifted the neuroimmune environment from a more proinflammatory Th1/Th17 to possibly anti-inflammatory Th2.

The effects of PLX3397-mediated microglial depletion were also assessed on ventricular volume. The lateral ventricles appeared to suffer less damage with PLX3397/LPA as compared to LPA alone. H&E-stained sections and quantification of ventricular volume also revealed a significant reduction of ventriculomegaly (Fig. 5d, e). Thus, depletion of myeloid cells, particularly microglia, demonstrated the key role for these cells in the development of LPA-induced PHH.

**Fig. 5:**
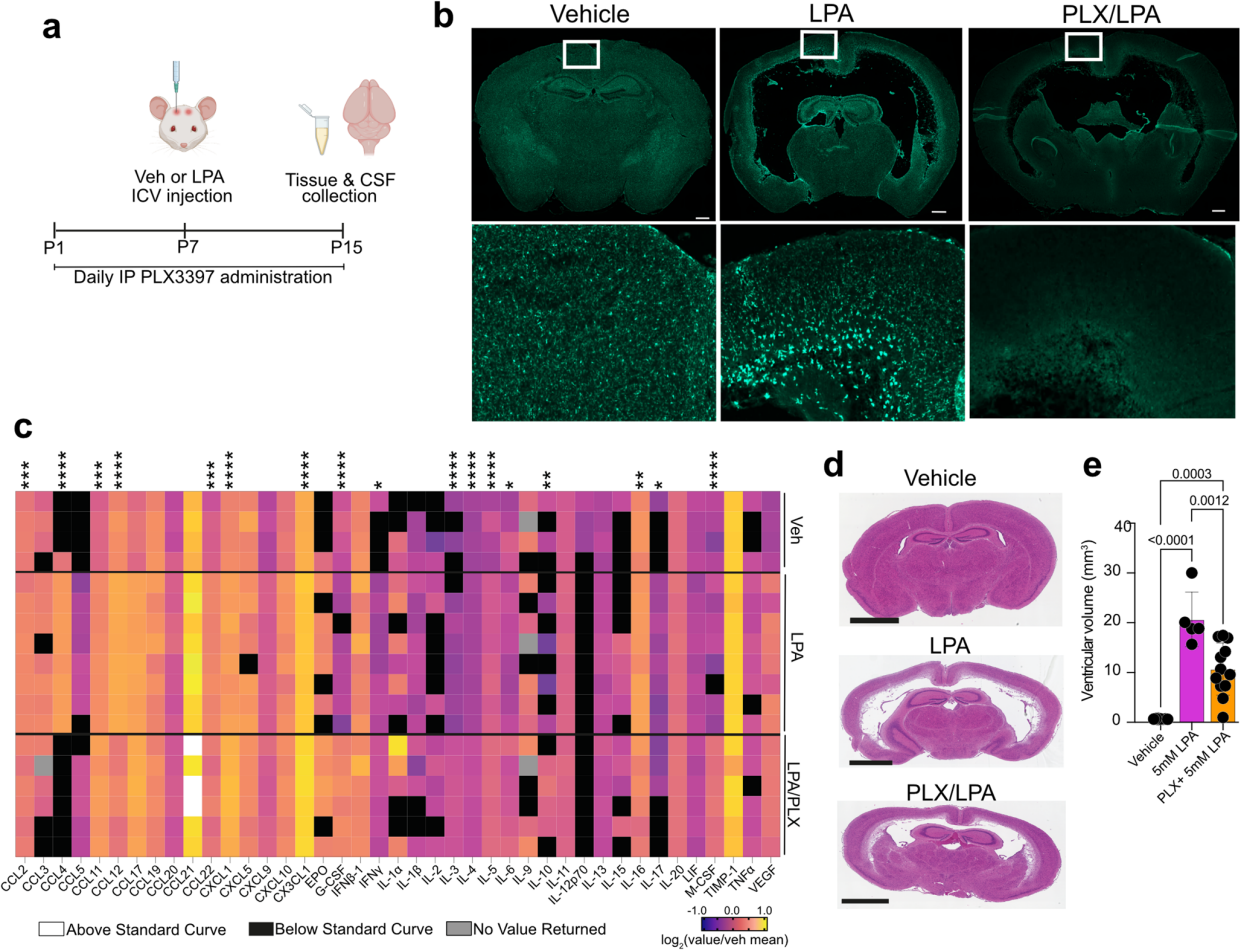
Microglial depletion by PLX3397 ameliorates CSF cytokine abnormalities and ventriculomegaly in LPA-induced post-hemorrhagic hydrocephalus (PHH). **a** Schematic of microglia depletion induced by daily subcutaneously PLX3397 administration in the PHH model. **b** Microglial depletion shown as Iba1 staining of mouse brain at 7 days after the initiation of PLX3397 treatment. Scale bars, 500 μm. Boxed areas are enlarged for enhanced visualization. **c** Quantification of chemokines and cytokines in CSF as measured by the mouse cytokine/chemokine 44-Plex Discovery Assay (MD44) expressed as the log_2_-transformed value normalized to the vehicle mean. Black boxes indicate that the sample measurement was below the assay threshold, white boxes signify the measurement was above the assay threshold, gray boxes indicate that a reading was not obtained. Each row represents data from an individual sample. LPA (*n* = 8) and LPA/PLX3397 (*n* = 6) values are from individual animals; vehicle values are from samples created by pooling CSF from three animals (*n* = 4). Asterisks denote significant differences between LPA and LPA/PLX3397 as determined by one-way ANOVA followed by post-test with Tukey’s correction for multiple comparisons. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. **d** Representative photomicrographs of hematoxylin and eosin (H & E) staining of coronal brain sections from vehicle-, 5 mM LPA-injected, and PLX3397-treated, LPA-injected mice at P15. Scale bars, 2 mm. **e** Ventricular volume quantification. Bars represent mean ± s.d and circles represent values from individual mice. *p*-values from ANOVA followed by post-test with Tukey’s correction for multiple comparisons

## Discussion

We report that activated microglia associated with neuroinflammatory and neurovascular changes are a significant contributor to the development of PHH in an animal model. Pharmacological depletion of microglia by PLX3397 partially prevented enlargement of the lateral ventricles and shifted the neuroinflammatory profile of cells in our LPA-induced hydrocephalus mouse model that phenocopies multiple elements of human PHH and identifies microglia in the promotion of PHH. Proteomic and transcriptomic changes in LPA-induced hydrocephalus may aid biomarker identification in human PHH, consistent with observed changes in CSF concentrations of cytokines and chemokines in the animal model, which overlaps with neuroinflammatory changes observed in human disease. These findings further validate the LPA-induced PHH model and identify potential key drivers of disease that may be therapeutically tractable by medicinal interventions targeting neuroimmune mechanisms.

In contrast to previous studies [28, 29], most of the data presented here were obtained using LPA administered at a lower, more physiologically relevant concentration. This nevertheless resulted in neuroinflammatory responses that were comparable to those induced at higher LPA concentrations in previous models but with a gross phenotype that is more reflective of the human disease state. Interestingly, the proteomic changes that resulted from our LPA exposure model also overlapped with those reported for human disease (Fig. 2e). For example, CCL3 and CCL19 were upregulated at both the proteomic and transcriptomic level in our studies and were also significantly increased in the CSF from human PHH patients [56] (Supplementary Material 2). 

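For the transcripts, Ccl3 (ENSMUSG00000000982, chromosome 11, 83647844 to 83649355) had 91 UMIs in the pooled microglia of LPA libraries, 42.2 ± 7.81 CPM (SD, n = 3), and none in those of vehicle libraries, at least 10.2-fold higher. In all immune cells it had 127 and 1 UMIs. The files list Ccl19 under 2 identifiers, and the one placed by the annotation lies on chromosome 4 from 42754525 to 42756577. Both identifiers together had no UMI in the pooled microglia of either group. In vascular cells, where Ccl19 was most frequent, 13 UMIs were counted in LPA libraries (3, 5 and 5) and 52 in vehicle libraries (11, 28 and 13), 1.74 and 4.47 CPM, and meningeal cells held 9 and 50 of these. In ependymal cells 4 and 1 UMIs were counted. These low counts did not pass the filter of the test in vascular cells. The levels of the proteins were not analysed here.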

The historical names for these chemokines, macrophage inflammatory protein (MIP)−1a and MIP-3β, respectively, provide clues to the potential importance of myeloid cells in the genesis of PHH neuroinflammatory processes.

While proteomic data identified proteins being dysregulated in the CSF, transcriptomic data offered insights into cell types that were affected by LPA. We were able to identify numerous affected cell populations in the mouse brain at P15 and their transcriptomic changes in response to LPA administration. Notably, in response to LPA exposure, astrocytes, vascular cells, and immune cells were the most transcriptionally altered.

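The classes differ in the number of nuclei, which changes how many DEGs can be found. With the same number of nuclei drawn from every class in a library, between 364 and 421 per class in LPA libraries and between 139 and 217 in vehicle libraries, immune cells had 471 DEGs and oligodendrocytes 299. Ependymal cells then had 354 DEGs, vascular cells 269, astrocytes 196 and neurons 2. Over 30 such draws, 5 in each of 6 clusterings, immune cells had the highest number in 16 (398 to 614 DEGs), oligodendrocytes in 12 (109 to 814) and vascular cells in 2 (48 to 748). The repeats were chosen after the results of single draws had been seen. The mix of nuclei within a class was not held fixed in these draws. Of the immune nuclei, 448 of 1500 in LPA libraries and 1 of 678 in vehicle libraries were activated microglia. Part of the count in immune cells may therefore come from this mix, which was not tested.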

Moreover, vascular cells were not only significantly decreased in number, but the number of DEGs observed amongst those remaining were the highest of any cell type. 

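Meningeal nuclei made up 47.8% ± 3.81 (SD, n = 3) of the vascular nuclei in LPA libraries and 68.5% ± 2.25 (SD, n = 3) in vehicle libraries, without overlap (exact permutation test, p = 0.1), so the mix of subtypes within the class differed between the groups. Drawing meningeal, pericyte and endothelial nuclei in the same proportions from every library left 95 DEGs in vascular cells, 44 higher and 51 lower. A draw of as many nuclei with each library's own proportions gave 1084, and 61 genes were shared. Over 30 such pairs of draws, 5 in each of 6 clusterings, the fixed proportions gave 74 to 581 DEGs and the library's own 815 to 1354. These repeats were chosen after the results of single draws had been seen.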

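Meningeal cells made up 4.32% ± 0.775 (SD, n = 3) of all nuclei in LPA libraries, between 3.70% and 5.19%, and 9.61% ± 0.700 (SD, n = 3) in vehicle libraries, between 8.80% and 10.0% (exact permutation test, p = 0.1). Pericytes made up 2.25% ± 0.121 and 2.27% ± 0.279 (exact p = 0.8). Their difference of −0.0242 percentage points was 0.0182 without LPA 1, 0.00283 without LPA 2, 0.0431 without vehicle 2, 0.0691 without vehicle 3 and 0.0384 with RPCA integration. Endothelial cells made up 2.41% ± 0.253 and 2.02% ± 0.375 (exact p = 0.2), a difference of 0.387 percentage points that was 0.182 without vehicle 2 and 0.0714 without the mitochondrial filter. The vascular nuclei other than meningeal cells made up 4.68% ± 0.342 and 4.41% ± 0.367 (exact p = 0.5). How many meningeal cells were lost when the brains were collected was not measured.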

While the reduction in cell population could possibly be attributed to challenges in extracting meningeal layers from hydrocephalic brains, it does not completely explain the increased DEGs in vascular cell types, which may underlie vascular and meningeal dysfunction in PHH. CSF clearance through meningeal lymphatic vessels that drain CSF into the cervical lymph nodes [9] including basal meningeal lymphatics promote CSF clearance [67], and thus our transcriptomic data implicating vasculature dysfunction in PHH paired with meningeal clearance mechanisms are consistent with alteration of this route of CSF clearance in PHH.

The reduction of ventriculomegaly in response to microglial depletion supports their involvement in our PHH model. While PLX3397-depletion of other myeloid cell types besides microglia [68] could contribute to this effect, the loss of microglia is pronounced and reproducible, consistent with compensatory increases in microglia- and myeloid-recruiting cytokines following PLX3397-induced exposure and cell depletion. Reduced ventriculomegaly and supportive transcriptomic and proteomic data implicate neuroinflammatory microglial changes in the development of PHH, consistent with previous reports [69–71].

Although microglial depletion showed significant PHH-related phenotypic attenuation, it failed to resolve completely the observed changes induced by LPA injection, implicating additional cellular mechanisms. There are several potential explanations for this partial effect that may have clinical relevance for the medical treatment of PHH. While a decrease in many pro-neuroinflammatory markers was observed with microglial removal, there was still significant inflammation as observed in the cytokine panel (Fig. 5c), which may be a result of astrocytic activation in response to LPA injection (Fig. 3e). Astrocytes have key inflammatory roles in other neurological diseases, such as multiple sclerosis, including those associated with immune processes involving receptor-mediated signaling of the LPA-related lysophospholipid sphingosine 1-phosphate (S1P) [72, 73]. Furthermore, while microglial depletion and neuroinflammatory reduction could potentially slow CSF production, damage to ependymal cells and vasculature involved in its clearance could counter the beneficial effects of microglial depletion. Additionally, although often considered to be “anti-inflammatory” in comparison to Th1 or Th17 immune responses, Th2 responses can still generate inflammation. However, Th2 responses are clearly critical for tissue repair in a variety of settings [74]. There is likely a dynamic interplay between CSF production and clearance, matched by a meaningful contribution to each from multiple cell types leading to ventriculomegaly in this PHH model as well as the human PHH that it closely recapitulates. It is further notable that LPA and other lysophospholipids like S1P have independent immune effects beyond neuroimmune and neurovascular mechanisms identified here, further raising the potential for novel medical treatments that target neuroimmune mechanisms and LPA signaling pathways in the treatment of PHH and possibly other forms of hydrocephalus.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

## Data Availability

Fastq files and cellranger output matrices have been deposited at GEO, accession number: GSE272062.

# Supplementary material for: Neuroinflammation in an Optimized Model of Lysophosphatidic Acid (LPA)-Induced Post-hemorrhagic Hydrocephalus
**Source:** Neurochem Res. 2025 Sep 19;50(5):305. doi: 10.1007/s11064-025-04542-4
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Online Resources 2, 3, and 6**

**Neuroinflammation in an optimized model of lysophosphatidic acid (LPA)-induced post-hemorrhagic hydrocephalus**

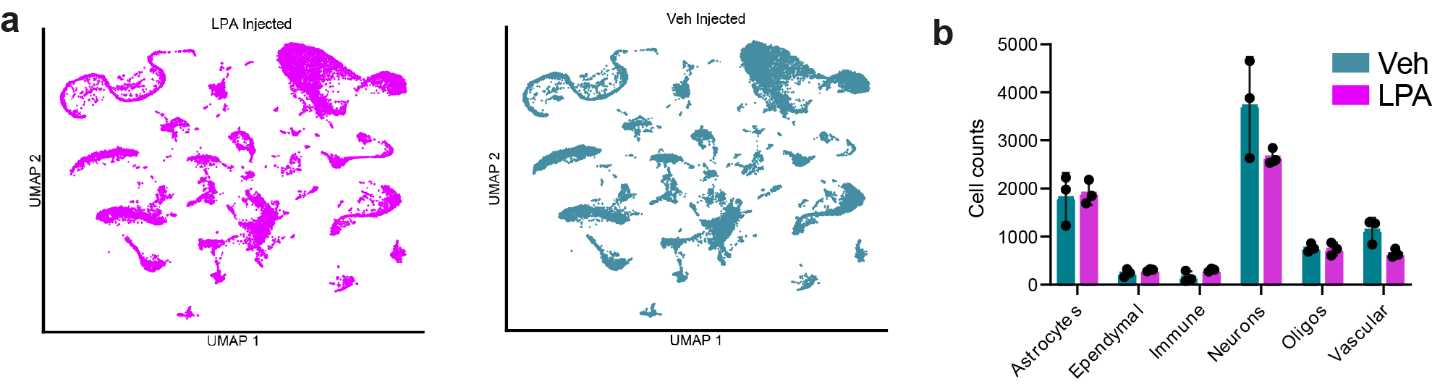

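After the filters, 8083, 9746 and 8624 nuclei were kept in LPA libraries and 7579, 11666 and 11745 in vehicle libraries. The means were 8818 ± 848 (SD, n = 3) and 10330 ± 2383 (SD, n = 3), and the groups overlapped (exact permutation test, two-sided p = 0.4). In all, 63383 barcodes had been deposited.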

Online Resource 2. (**a**) UMAPs of LPA-injected (left) and vehicle (Veh)-injected (right) nuclei separated by treatment group. (**b**) Number of nuclei profiled for each individual sample grouped by vehicle or LPA treatment. Bars represent mean ± s.d. and circles represent values from individual mice

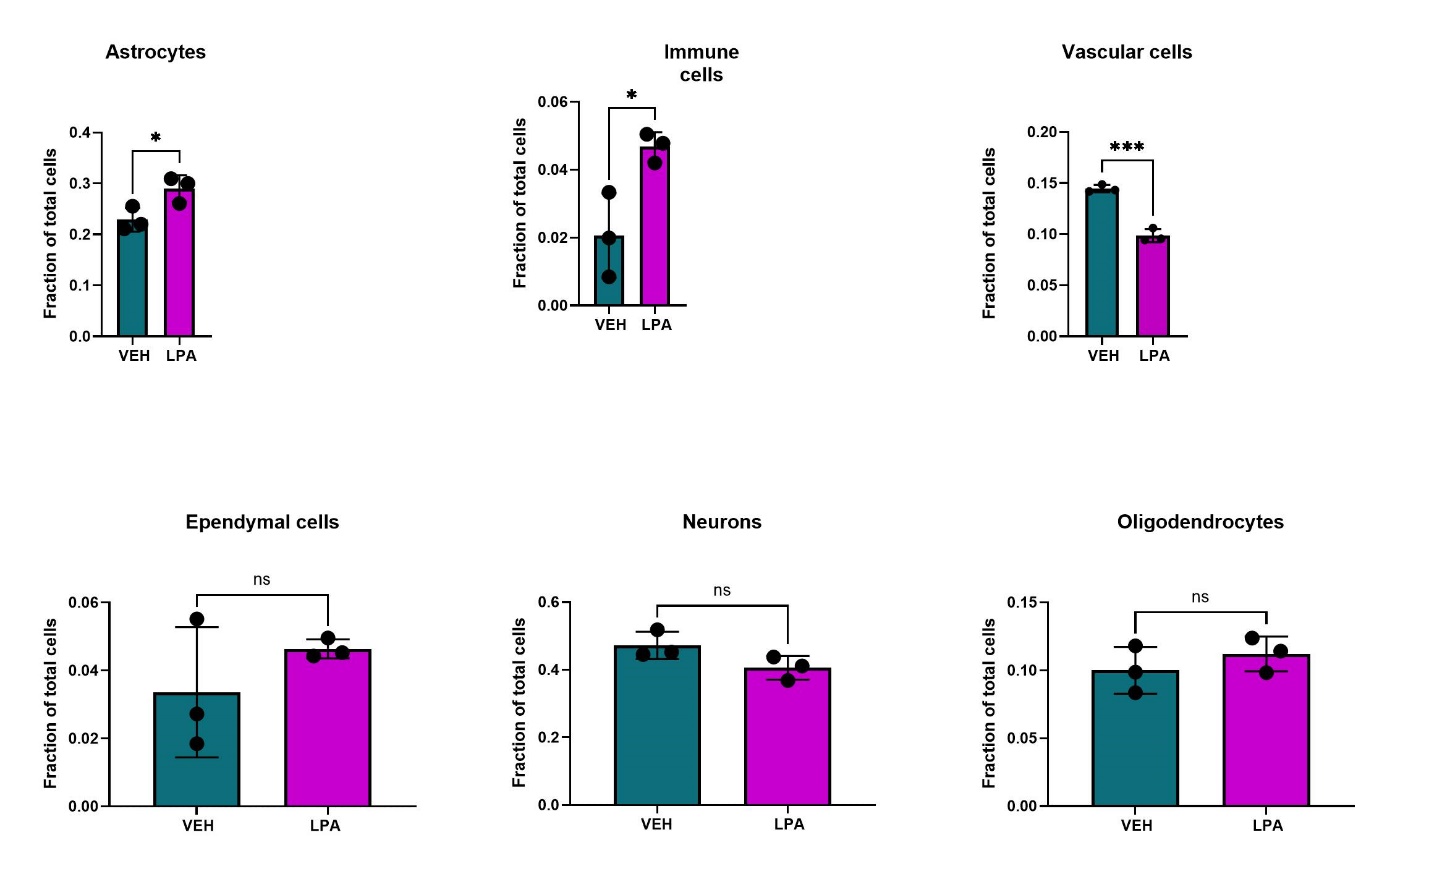

Online Resource 3. Proportions of cell types from snRNA-seq data. Bars represent mean ± s.d. and circles represent values from individual mice.

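With neurons taken out of the denominator, because the sort was for non-neuronal nuclei, astrocytes made up 26.4% ± 1.52 (SD, n = 3) of LPA nuclei and 21.4% ± 1.46 (SD, n = 3) of vehicle nuclei (exact permutation test, p = 0.1). Immune cells made up 7.30% ± 0.362 and 2.90% ± 1.41 (exact p = 0.1). Vascular cells made up 11.7% ± 1.12 and 19.1% ± 1.81 (exact p = 0.1), oligodendrocytes 29.0% ± 1.55 and 31.6% ± 1.94 (exact p = 0.2) and ependymal cells 5.87% ± 0.648 and 4.66% ± 2.26 (exact p = 0.5). Each direction was the one found with all nuclei as the denominator.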

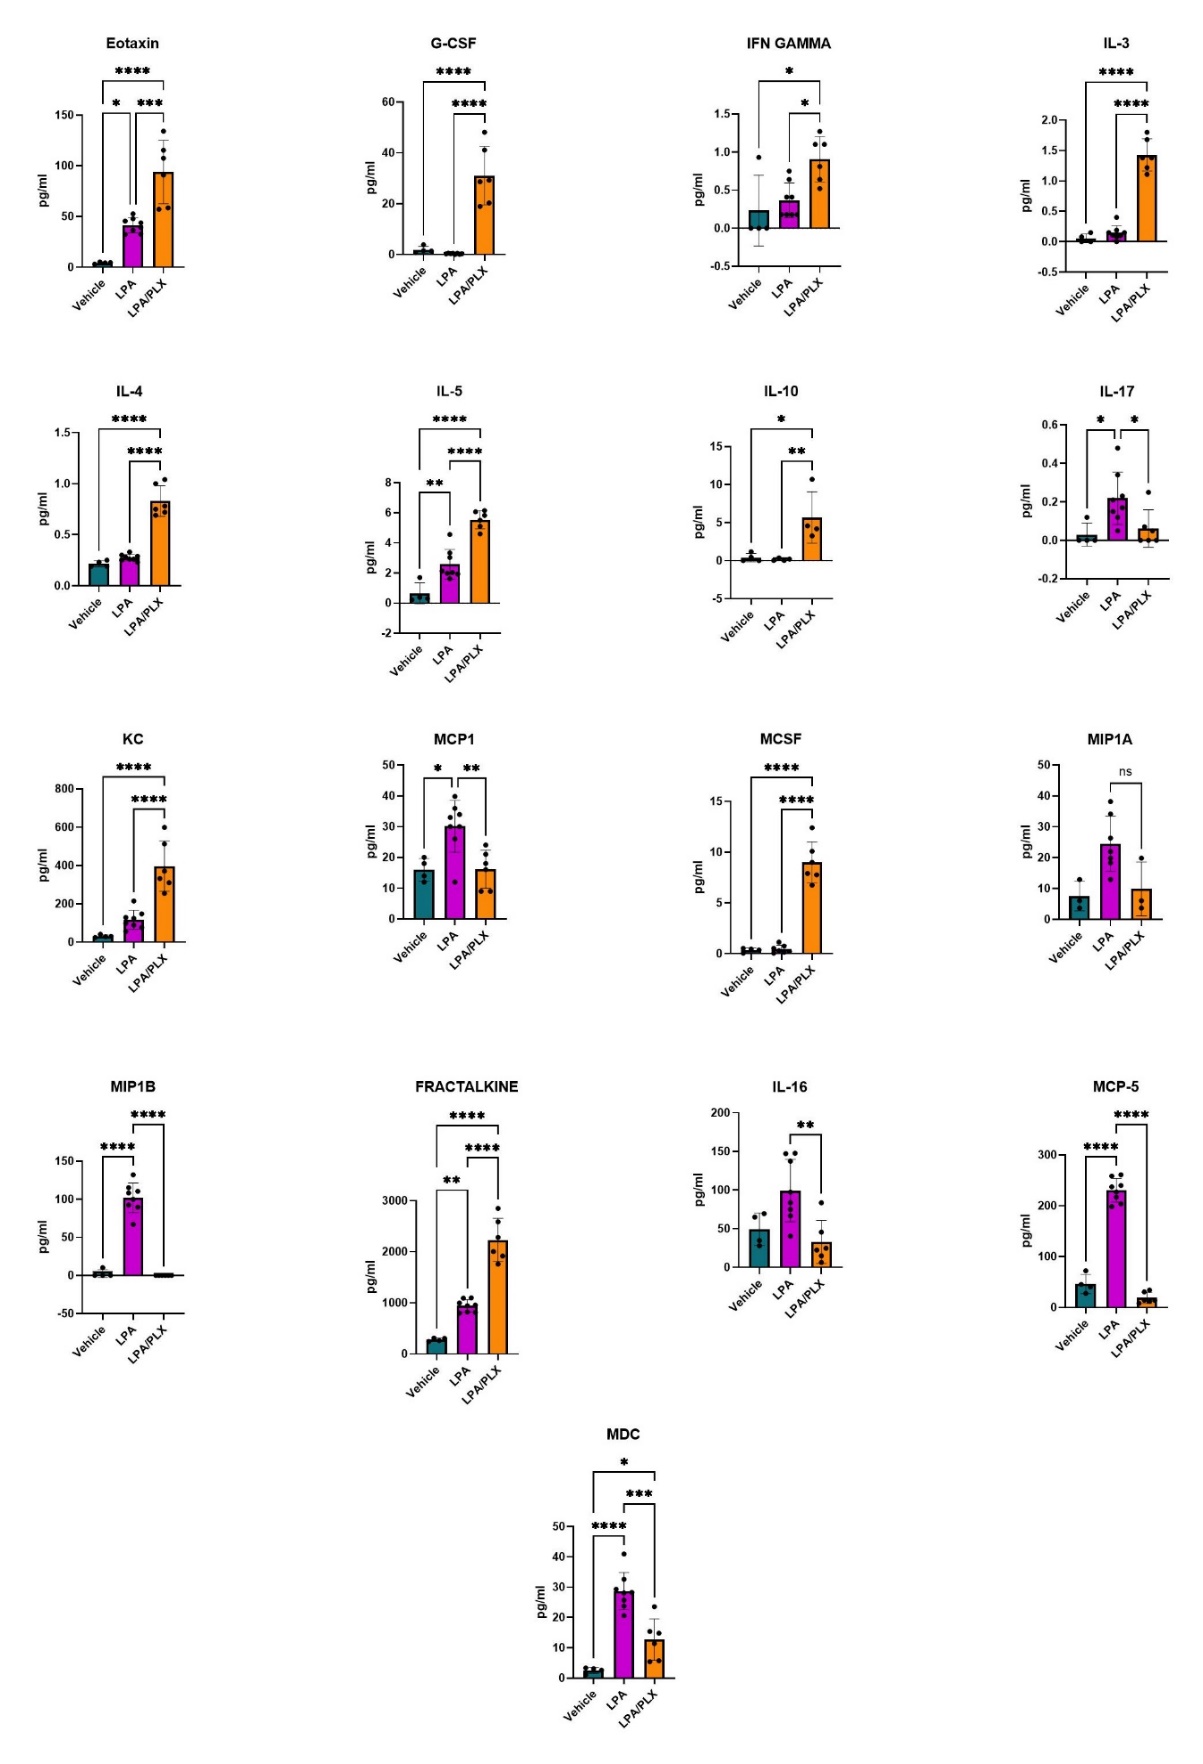

Online Resource 6. Quantification of chemokines and cytokines in CSF of vehicle-, LPA-, and LPA/PLX 3397-injected animals as measured by the mouse cytokine/chemokine 45-Plex Discovery Assay (MD45). LPA values are from individual animals, vehicle values are from samples created by pooling CSF from three individual mice. Vehicle-injected, *n* = 4; LPA-injected, *n* = 5. *p*-values from ANOVA followed by post-test with Tukey’s correction for multiple comparisons: **p* < 0.05, ***p* < 0.01, ****p* < 0.001, *****p* < 0.0001.

How the deposited data were processed for this re-analysis (not part of the article)

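Single-nucleus RNA sequencing was done on 6 brains without olfactory bulbs and cerebellum, 3 from LPA-injected and 3 from vehicle-injected mice, injected with 5 µl at P7 and collected at P15. NeuN-negative nuclei were sorted and loaded for the 10x Genomics 3′ v3 kit. The condition and replicate number of each library were taken from the labels of the deposited samples. The proteomic, cytokine and histological data and the experiments with PLX3397 were not analysed here.

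The authors made the deposited count matrices with Cell Ranger 4.0.0, aligning reads to a pre-mRNA reference of mm10 so that intronic reads were counted. The matrices are the filtered ones, in which Cell Ranger had already separated barcodes with nuclei from empty droplets, and hold raw UMI counts of 32285 genes without normalization. A gene symbol listed under more than 1 identifier was kept apart by identifier. Total UMIs per library ranged from 50737541 to 54715094 in LPA libraries and from 48852970 to 65688644 in vehicle libraries.

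Nuclei were filtered as in the paper's Methods, at 300 genes, 1% mitochondrial UMIs and an upper limit on UMIs per library from the interquartile range. The factor of 1.5 for this limit was chosen here. In LPA libraries 3.19% to 4.35% of barcodes were over the mitochondrial limit, and in vehicle libraries 3.74% to 6.19%. Counts were scaled per nucleus and put on a log scale with scanpy 1.11.5 (Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3). Clusters came from 3000 variable genes, 40 principal components, 30 neighbors and leidenalg 0.10.2 at resolution 1 with seed 1. Marker genes, the genes named by the paper for these data, and mitochondrial and sex-linked genes were kept out of the variable genes, so that the groups of nuclei do not rest on the genes reported for them. Immune and vascular nuclei were clustered again on 2000 variable genes, 20 principal components and 20 neighbors. SCTransform, its integration and the label transfer from a reference dataset, which the paper used, were not repeated here, and neither was the analysis of gene ontology terms.

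Lists of markers for the 6 classes and for the subtypes were fixed in advance. A cluster took the class with the highest mean of its 8 best markers, if at least 3 markers were detected in 10% of its nuclei. It stayed unnamed if its 10 leading genes held more markers of another class than of its own. It also stayed unnamed if its nuclei had under 0.333 of the median UMI count of their libraries with no marker of the class among its leading genes. A cluster was taken as mixed, and left unnamed, if a second class scored over 0.5 of the first and its median UMI count was above that of the unmixed clusters of the class, or if the second class scored over 0.25 and this median was over 1.5 times as high. Sub-clusters were not tested for mixing. These limits were set after the clusters had been seen. Class names therefore mean nuclei that are astrocyte-like, immune-like and so on by these markers. Differences from the study may come from rebuilt names. Scrublet, run per library at an expected doublet rate of 0.08, called 12.7% to 15.9% of nuclei. Its calls were left out only in an alternative.

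Shares per library were compared between groups by a two-sided exact permutation test of the difference in means, with 20 assignments and a smallest p of 0.1, so that no share can pass 0.05. For expression, UMIs were summed per library and class where every library had at least 10 nuclei. edgeR 4.0.16 (R 4.3.3) was used with its default filter on low counts, TMM factors and the quasi-likelihood test, with Benjamini-Hochberg adjustment within a class. A DEG had an adjusted p under 0.05 and a log2 fold-change of at least 0.25 in size. Sets of genes were tested with fry of limma 3.58.1, and with camera at a correlation of 0.01. On simulated data, with 200 genes changed by 1 on the log2 scale in the real depth of each class, the test called 33% (macrophages) to 87.5% (oligodendrocytes) of them. A fold against libraries with no UMI is a lower limit from 3 counts.

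The genes named are those that the paper names for these data, the 3 genes of lowest adjusted p among those higher and the 3 among those lower in each class, the first 2 genes that rose and the first 2 that fell in each class sheet of Supplementary Material 3, Gfap and C4b, sex-linked and mitochondrial genes, and the LPA receptor genes and Enpp2. This rule was set in advance. Of the LPA receptor genes, only Lpar6 is given with a value in the text. Fkbp5 and Tsc22d3 met it in some classes and led to a list of glucocorticoid response genes. Clec7a, on the list of activation markers, was not analysed here as a single gene. Only part of the sheet for activated microglia in Supplementary Material 4 could be read, so no overlap was computed for it.

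The alternatives were no mitochondrial filter, Scrublet calls left out, Seurat 5.3.0 RPCA integration before clustering, Leiden resolution 2, only nuclei with 0.8 of their neighbors in the same class, marker genes kept in the features, the same number of nuclei per class, each library left out in turn, DESeq2 1.42.0 in place of edgeR, no filter on low counts, genes detected in 10% of nuclei, the replicate number as a block, the sex of each library as a covariate, nuclei as replicates and, for shares, non-neuronal nuclei as the denominator. The draws with the same number of nuclei and those with a fixed mix of nuclei within a class were repeated 5 times in each of 6 clusterings, the one reported and those with no mitochondrial filter, Scrublet calls left out, RPCA integration, resolution 2 and marker genes kept. The repeats were chosen after single draws had been seen. Sexes were read from Xist and genes on chromosome Y. Cycling nuclei were those with at least 2 UMIs of 15 cycling genes after each nucleus was thinned to 1000 UMIs; 913 LPA and 620 vehicle nuclei under this depth were left out. The difference between the changes in microglia and astrocytes was tested with limma on log2 CPM with a prior count of 2 and the library as a block. An edgeR fit with the library as a block had been run first and was replaced after its result was seen, because its prior degrees of freedom were infinite and its p-values far below those of the separate fits.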

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

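The tests of free Apoe RNA, of free Fkbp5 RNA, of progenitors and of cells forming cilia among ependymal nuclei and of depth per nucleus were chosen after the results had been seen. So was the test of the difference in Apoe, which replaced an edgeR fit once the infinite prior degrees of freedom of that fit had been seen. The tests of the other glucocorticoid genes, of the lineage lists and of doublets were set before their results were seen, but the number of classes needed to count the glucocorticoid list as lower was set afterwards. Found and tested on the same libraries, each explanation below is a hypothesis.

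Apoe changed in opposite directions in microglia and astrocytes of the same libraries. Its log2 fold-change was 1.73 in the pooled microglia and −0.56 in astrocytes, and the difference between the changes was 2.35 (standard error 0.233, adjusted p = 0.00427 from limma's test over 13816 genes). On the log2 scale, the level in microglia minus that in astrocytes was −0.61, −0.42 and −0.06 in LPA libraries and −3.27, −2.36 and −2.49 in vehicle libraries. Every LPA library lay above every vehicle library (exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). More free Apoe RNA from other cells would raise Apoe in the other classes as well. There it fell, by −0.54 in vascular cells, −0.60 in ependymal cells and −0.18 in neurons, with the highest value, −0.0798, in oligodendrocytes, which argues against free RNA as the source of the rise. The highest value over the alternatives was 0.12 in oligodendrocytes, without vehicle 2, and 0.05 in neurons, with the same number of nuclei per class, neither a DEG. In ependymal cells Apoe was a DEG, but not without vehicle 1, vehicle 2 or any LPA library (−0.62 to −0.44). Depth is shared by the populations of a library and was scaled per population. What stays open is the larger share of activated microglia in the pool. In homeostatic microglia alone the log2 fold-change of Apoe was 0.33 and it was not a DEG (adjusted p = 0.451 from edgeR's test, 0.0730 to 1 over the alternatives, −0.26 to 0.52 on the log2 scale), so the rise may come largely from the mix of states. A response of astrocytes to LPA injection stays open and was not tested.

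Genes that respond to glucocorticoids, which the paper does not discuss, were lower in LPA libraries. Fkbp5, Tsc22d3, Nfkbia, Hif3a and Zbtb16 led to a list, and the other 18 genes listed were then tested without them. Their median log2 fold-change was −0.41 in vascular cells (12 of 16 genes tested lower), −0.39 in immune cells (9 of 10), −0.42 in ependymal cells (14 of 16), −0.31 in astrocytes (14 of 16), −0.18 in oligodendrocytes (11 of 15) and −0.07 in neurons (12 of 17). With limma's fry, the adjusted p was 0.00320, 0.0231, 0.00314, 0.00259, 0.00163 and 0.124 in this order, so the list was lower in 5 of the 6 classes. With the sex of each library as a covariate it was lower in all 6 (adjusted p = 0.00513 to 0.0447 from limma's fry). In the pooled microglia the median was −0.29 (6 of 8 lower, adjusted p = 0.0542 from limma's fry). Free RNA from meningeal cells, which were fewer in LPA libraries, would carry Fkbp5 into other nuclei at the ratio of the meningeal markers. Fkbp5 in the pooled microglia stood at 54.6% of its level in meningeal cells, and the highest of 23 meningeal markers at 18.2%, which argues against this source for Fkbp5 in microglia. In ependymal cells 8 of the 23 markers stood at or above the 6.20% of Fkbp5, in neurons 2 at or above its 9.26%, and in astrocytes and oligodendrocytes 1 at or above its 9.86% and 8.78%. The highest marker stood at 48.4%, 48.2%, 32.6% and 54.7% in this order, so free RNA stays open for Fkbp5 in these 4 classes. This comparison was made for Fkbp5 alone. Tsc22d3 stood in vehicle libraries at 147 CPM in meningeal cells, 107 in astrocytes, 117 in oligodendrocytes, 33.4 in ependymal cells and 11 in neurons. It fell by −0.74 in astrocytes and −0.86 in oligodendrocytes, against −0.12 in meningeal cells. A single gene does not decide the source for the whole list. The mix of nuclei within a class was not held fixed for this list and may account for part of the fall. Fkbp5 stood in vehicle libraries at 688 CPM in meningeal cells and 75.5 in endothelial cells. Meningeal nuclei made up less of the vascular class in LPA libraries. Fkbp5 also fell within meningeal cells, by −0.85. Lower glucocorticoid signaling in LPA-injected mice, whether from the injection or from stress around the collection of the brains, is a candidate explanation. Order and time of collection are not given with the libraries, so these cannot be separated.

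Nuclei with transcripts of cell cycle genes, here called cycling, were more frequent among ependymal nuclei of LPA libraries, which the paper does not report. With each nucleus thinned to 1000 UMIs, 4.21% ± 0.613 (SD, n = 3) of ependymal nuclei of LPA libraries and 0.916% ± 0.634 (SD, n = 3) of those of vehicle libraries were cycling, 50 and 9 nuclei, without overlap (exact permutation test, p = 0.1). Of the 8 populations tried in this way (the 6 classes, the pooled microglia and all nuclei), the groups were also apart in all nuclei, at 1.05% and 0.688%, and overlapped in the other 6. Separation by chance is expected in 10% of such comparisons. More depth per nucleus in LPA libraries could raise the count, and without thinning the shares were 14.1% and 6.17%. The difference of 3.29 percentage points after thinning argues against depth as the whole cause. Doublets are argued against by a difference of 3.68 points without the nuclei that Scrublet called. Markers of the class stood at 19990 CPM in cycling and 20550 CPM in other ependymal nuclei. Clusters were named by these same markers, so progenitors with few of them cannot be told apart by this value. Cells forming cilia use cell cycle genes without dividing. The ependymal cluster with most Mcidas held 41 of the 50 cycling nuclei of LPA libraries and 3 of the 9 of vehicle libraries. Outside it the shares were 0.844% and 0.593%, a difference of 0.252 percentage points, and the groups overlapped (exact permutation test, p = 0.6). Cell cycle genes as a group were not kept out of the clustering, so nuclei that carry them may share a cluster whatever the cause. The pattern could come from more cells forming cilia in LPA libraries, but the split by cluster does not favor this over division. Division of ependymal cells or their late progenitors stays open, since the genes counted serve both, and a difference in which part of the ventricle wall was recovered was not tested.

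Precursor-like clusters made up more of the oligodendrocyte nuclei of LPA libraries, a division of the class that the paper does not make. Their share was 54.1% ± 2.97 (SD, n = 3) in LPA libraries and 37.5% ± 2.63 (SD, n = 3) in vehicle libraries, without overlap (exact permutation test, p = 0.1). Without the nuclei that Scrublet called the difference was 16.7 percentage points, which argues against doublets. Slower maturation of the lineage would lower genes of late stages in the remaining, myelinating-like nuclei. There the 14 late genes had a median log2 fold-change of −0.09, 11 lower, with an unadjusted p of 0.163 from limma's fry, and the 12 early genes one of 0.13, 11 higher, with 0.214. Slower maturation therefore cannot be told apart from a change in the number of precursors or in which region was sampled, since the late list went in its direction without passing the threshold. In precursor-like nuclei the late genes fell by −0.55 (12 of 13 lower, adjusted p = 0.00620 from limma's fry), while the early genes did not pass (0.233). The mix of clusters within the precursor-like nuclei was not held fixed, so this fall cannot be told apart from a change in that mix. Precursor-like nuclei had 346 DEGs (135 higher and 211 lower) and myelinating-like nuclei 86 (46 higher and 40 lower), and whether these numbers differ was not tested.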

How the results depend on the processing

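The alternatives were set before the data were examined, except that microglial sub-clusters with markers of both states were also kept in the pool, which was chosen after seeing the data. That addition gave 905 DEGs in the pooled microglia in place of 830, and medians of 1.59 for the activation set and −0.72 for the homeostatic set. No alternative gave activated microglia enough vehicle nuclei for a test. The same number of nuclei per class was run for the 6 classes, and the gene sets were not run with DESeq2 or with nuclei as replicates, which give no set test here.

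Of 152 shares under an alternative, 6 changed the sign of the difference between the groups. The exact test over 3 libraries against 3 cannot pass 0.05, so only the direction can be compared. The difference in pericytes, −0.0242 percentage points, was 0.0384 with RPCA integration, and ran from −0.185 to 0.0691 across the 6 fits that each left out 1 library, with 0.0182 without LPA 1, 0.00283 without LPA 2, 0.0431 without vehicle 2 and 0.0691 without vehicle 3. The difference in oligodendrocytes ran from −1.92 to 0.0727, the value without vehicle 1. The causes were not tested. Leaving out 1 library kept the difference between 4.12 and 5.64 points in astrocytes, 3.00 and 4.10 in immune cells, −5.49 and −4.51 in vascular cells, 26.4 and 32.4 in activated microglia, −31.5 and −24.7 in homeostatic microglia and −15.3 and −12.0 in macrophages.

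The activation set stayed higher and the homeostatic set lower in the pooled microglia, both past the threshold, in each alternative run, with medians of 1.21 to 1.87 and −0.89 to −0.67. For the 79 changes of single genes that the text gives, 1330 of 1442 results under an alternative kept the direction and the side of the threshold, 94 were weaker, 6 were stronger and 12 were reversed. The 6 stronger ones were Xist in the 6 classes with nuclei as replicates. Of the 12 reversed, 5 were Xist with the sex of each library as a covariate (−0.0685 in astrocytes, −0.295 in ependymal cells, −0.0700 in neurons, −0.239 in oligodendrocytes and −0.131 in vascular cells). Another 5 were Apoe where it was not a DEG, with 0.0492 for Apoe in neurons with the same number of nuclei per class, 0.121 for Apoe in oligodendrocytes without vehicle 2, where the lowest value was −0.201 without vehicle 1, and −0.0411 without Scrublet's doublets, −0.000707 at Leiden resolution 2 and −0.262 with marker genes kept for Apoe in homeostatic microglia. The other 2 were Gfap in immune cells, with −0.171 without the mitochondrial filter and −0.0809 with RPCA integration. The causes were not tested.

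Counts of DEGs moved more. Of 223 counts under an alternative, 133 lay within 1.5 times the count reported. In most of the others the cause was not tested; smaller numbers of nuclei, genes or libraries are part of the alternative itself where stated. With the same, smaller number of nuclei per class, astrocytes had 196 DEGs, ependymal cells 354, oligodendrocytes 299, vascular cells 269 and neurons 2. With DESeq2, astrocytes had 794, ependymal cells 278, immune cells 299, neurons 25, pericytes 1, homeostatic microglia 17, macrophages 0 and the pooled microglia 429. Its share of DEGs that were higher differed by over 10 points from edgeR's in neurons (40% against 62.5%), pericytes (0% against 20%) and endothelial cells (0% against 30%), and the median of all genes moved by less than 0.1 in each population. With nuclei as replicates, astrocytes had 165, ependymal cells 204, immune cells 319, neurons 26, oligodendrocytes 408, vascular cells 467, meningeal cells 79, pericytes 27, endothelial cells 25, homeostatic microglia 24 and the pooled microglia 382. With fewer genes tested, those detected in 10% of nuclei, astrocytes had 692, neurons 2, oligodendrocytes 1202, pericytes 2 and macrophages 0. With no filter on low counts, ependymal cells had 875, neurons 45, meningeal cells 300, pericytes 38, endothelial cells 55, homeostatic microglia 33 and macrophages 0.

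Without the mitochondrial filter, meningeal cells had 990, pericytes 9, endothelial cells 19 and macrophages 0. Without Scrublet's doublets, ependymal cells had 341, pericytes 17 and homeostatic microglia 26. With RPCA integration, endothelial cells had 20, homeostatic microglia 23 and macrophages 0. At Leiden resolution 2, pericytes had 14, homeostatic microglia 23 and macrophages 5. With the limit of 0.8 on neighbors, pericytes had 17, endothelial cells 26 and macrophages 0, and with markers kept in the features, pericytes had 12 and macrophages 0. With the sex of each library as a covariate, neurons had 4, pericytes 8 and macrophages 0. With the replicate block, neurons had 15, pericytes 18 and macrophages 0. The numbers do not pair the libraries, since over all nuclei LPA and vehicle libraries of the same number correlated at 0.21, 0.52 and −0.06. The causes of these changes were not tested. In the 14 alternatives with no DEG in macrophages, between 24 and 486 genes passed an unadjusted p under 0.05.

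Across the 6 fits that each left out 1 library and so had fewer samples, astrocytes had 912 to 1251 DEGs, oligodendrocytes 1160 (without LPA 2) to 1856, and vascular cells 692 to 1432, with 730 without LPA 3 and 692 without vehicle 3. Ependymal cells had 193 to 820, with 284 without LPA 1, 242 without LPA 3, 193 without vehicle 2 and 244 without vehicle 3. Immune cells had 320 to 566, with 342 without LPA 3 and 320 without vehicle 2. Neurons had 3 to 41, with 3 without LPA 1, 41 without vehicle 1 and 5 without vehicle 2. Meningeal cells had 58 to 147, with 92 without LPA 3 and 58 without vehicle 3. Pericytes had 5 to 28, with 25 without LPA 3, 28 without vehicle 1 and 13 without vehicle 3. Endothelial cells had 6 to 36, with 16 without LPA 1, 26 without LPA 2, 36 without vehicle 1 and 6 without vehicle 3. Homeostatic microglia had 16 to 68, with 24 without LPA 3 and 16 without vehicle 2. The pooled microglia had 470 to 824, with 470 without vehicle 2, and macrophages 0 to 2, with 2 without vehicle 3 and 0 in the other 5, where 70 to 98 genes passed an unadjusted p under 0.05.

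Depth limits macrophages most. With at least 10 nuclei per library but 195 in all, 1540 genes could be tested, and the test found 33% of genes changed by 1 on the log2 scale in simulated data of the same depth, against 81.5% in neurons, whose low count is therefore not explained by a lack of nuclei for changes of this size.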

Differences from the paper's values

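Neurons made up 22.7% of nuclei in LPA libraries and 26.5% in vehicle libraries here, against the paper's about 41% and about 47% in a figure of Supplementary Material 1, read by eye. Oligodendrocytes made up 22.4% and 23.3% here, against the paper's about 11% and about 10% in the same figure of Supplementary Material 1, read by eye. The denominator here is all nuclei kept, named or not, and that of the paper is the nuclei whose class label passed its confidence limit. None of the 12 alternatives set before the data were examined closed these gaps. Under them neurons made up between 21.5% and 26.1% in LPA libraries and between 24.8% and 30.5% in vehicle libraries, and oligodendrocytes between 21.6% and 26.3% and between 22.1% and 27.5%.

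Activated microglia made up 0.240% of immune nuclei in vehicle libraries here, against the paper's about 14% in Fig. 4d, read by eye. None of the 12 alternatives set before the data were examined closed the gap (0% to 2.76%). Macrophages made up 4.87% of immune nuclei in LPA libraries here, against the paper's about 11% in Fig. 4d, read by eye. The LPA bars of Fig. 4d, read in this way, add up to more than the whole, so this paper value is uncertain. With RPCA integration the value was 8.52%, within the limit for a difference, and the other alternatives did not close the gap. The denominator here is all immune nuclei of a library, unnamed sub-clusters included, and in the paper it is the total number of immune cells.

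Pericytes had 5 DEGs here against the paper's 22. Of the 18 alternatives set before the data were examined, 6 closed the gap: leaving out Scrublet's doublets (17), the limit of 0.8 on neighbors (17), leaving out LPA 3 (25) or vehicle 1 (28), the replicate block (18) and nuclei as replicates (27). The other 12 did not. The same processing with other rounding of numbers in the clustering, run before the one reported, gave more DEGs in pericytes and also closed the gap, so this count depends on small changes in the clustering. Homeostatic microglia had 50 DEGs here against the paper's 14. Leaving out vehicle 2 (16) and DESeq2 (17) closed the gap, and the other alternatives set before the data were examined did not.

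Astrocytes had 1245 DEGs here against the paper's 130 in Supplementary Material 3, and nuclei as replicates (165) closed the gap while the other alternatives set before the data were examined did not. Ependymal cells had 549 against the paper's 132, and leaving out vehicle 2 (193) closed the gap while the other alternatives did not. Immune cells had 568 against the paper's 145, and oligodendrocytes 1811 against the paper's 79. None of the 19 alternatives set before the data were examined closed these 2 gaps, with 299 to 745 and 299 to 2121 DEGs. Neurons had 8 against the paper's 60, and leaving out vehicle 1 (41) and no filter on low counts (45) closed the gap. Vascular cells had 1161 against the paper's 512, and leaving out LPA 3 (730) or vehicle 3 (692) and nuclei as replicates (467) closed the gap. The other alternatives set before the data were examined did not close the gaps in neurons and vascular cells. Nuclei as replicates, with a Wilcoxon rank sum test, is the test of the paper's Methods, though the paper's limit on size is on Seurat's own scale. It also differs from the main test in its fold-change, its Bonferroni correction and its detection limit. A gap that it closes therefore cannot be credited to the replicate alone. Other runs chosen after seeing the values also came within 1.5 times the paper's number. Ependymal cells without the cluster with most Mcidas had 177. Of 30 repeated draws with the same number of nuclei per class, 7 did so in astrocytes, 8 in ependymal cells, 1 in oligodendrocytes and 17 in vascular cells. Of 30 with the same mix of nuclei in every library, 5 did so in ependymal cells, 17 in oligodendrocytes and 5 in vascular cells, and of 30 of the same size with each library's own mix, 5 did so in ependymal cells. The first draws with the same mix, set before their results were seen, gave 149 in ependymal cells and 66 in oligodendrocytes, and that with each library's own mix 147 in ependymal cells.

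The paper gives vascular cells the highest number of DEGs among the 6 classes, and astrocytes, vascular cells and immune cells as the most altered. Here oligodendrocytes had the highest number (1811), followed by astrocytes (1245), vascular cells (1161), immune cells (568) and ependymal cells (549). With nuclei as replicates vascular cells had the highest number (467), followed by oligodendrocytes (408) and immune cells (319). In 30 repeated draws with the same number of nuclei per class, chosen after seeing the values, they had it in 2.

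The paper reports the share of homeostatic microglia as unchanged. Here it was lower in LPA libraries by −28.8 percentage points, without overlap of the libraries. The paper tests gene expression within activated microglia, which could not be tested here because vehicle libraries held 1 such nucleus. The paper reports Ccl19 as higher in transcripts. Here it had no UMI in the pooled microglia, and in vascular cells, where it was most frequent, it stood at 1.74 CPM in LPA libraries and 4.47 CPM in vehicle libraries (13 and 52 UMIs, of which 9 and 50 in meningeal cells). In ependymal cells it had 4 and 1 UMIs, 0.713 and 0.252 CPM.

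For macrophages, the paper lists Mrc1 as its DEG, while here Mrc1 was not called in any setting. Gpc6 was called in the main fit but in no alternative. For homeostatic microglia, the paper finds a single gene altered in both transcripts and proteins. Of the 14 genes labeled in Fig. 4g, 3 (Mrc1, Nrp1 and Myo5a) were DEGs in homeostatic microglia here, and 1, Mrc1, was a DEG without Scrublet's doublets or at Leiden resolution 2. With marker genes kept in the features or without vehicle 2, 2 were DEGs (Mrc1 and Nrp1), and without vehicle 1 or with genes detected in 10% of nuclei 4 were, with Ctsb and Sparc added in this order. In the other alternatives 3 were DEGs, with Ctsb in place of Myo5a under RPCA integration.

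Of the genes that Supplementary Material 3 lists, 23 of 130 in astrocytes, 22 of 132 in ependymal cells, 16 of 145 in immune cells, 21 of 79 in oligodendrocytes, 89 of 512 in vascular cells and 58 of 60 in neurons were not DEGs with the paper's sign here. Nuclei as replicates called 20, 15, 12, 15, 61 and 21 of these with the paper's sign. These numbers include listed genes whose names were not found among the genes of the files, 2 in ependymal cells and 4 in vascular cells, which could not be called. Some setting called every other listed gene in astrocytes and ependymal cells, while 2 in immune cells, 6 in oligodendrocytes, 4 in vascular cells and 31 in neurons were not called in any setting. The sign was opposite to the paper's in 4 genes in neurons, 1 in oligodendrocytes and 1 in vascular cells, none of them a DEG. With the sex of each library as a covariate, 1 listed gene in oligodendrocytes was a DEG with the opposite sign. For homeostatic microglia, 3 of the 14 genes of Supplementary Material 4 were not DEGs, and nuclei as replicates called all 14.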

Other observations

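The tests of the mix of nuclei within a class, of unnamed sub-clusters and of meningeal markers were set before their results were seen. Those of the number of nuclei, of the repeated draws, of the mix as most of a count, of the ependymal cluster with most Mcidas, of unnamed main clusters, of meningeal markers in neurons, of macrophages and other classes as shares of other denominators, of Gfap, of mitochondrial transcripts, of Xist and of other splits of the libraries were chosen after the results had been seen.

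The 6 libraries can be divided into 3 and 3 in 10 ways. The division into LPA and vehicle libraries gave the most DEGs of the 10 in astrocytes, ependymal cells, immune cells, oligodendrocytes, vascular cells, meningeal cells, endothelial cells, homeostatic microglia and the pooled microglia (1 of 10 splits as large in each). In neurons, pericytes and macrophages 2 of the 10 splits gave as many. There the division of males from females (LPA 1, vehicle 1 and vehicle 3 against the others) gave 9, 6 and 5 DEGs, against 8, 5 and 1. In the other populations this division, which gave the most DEGs of the 9 other splits, gave 6 to 8, against 10 in endothelial cells, 50 in homeostatic microglia, 143 in meningeal cells and 549 to 1811 in the rest for LPA against vehicle. Over the 9 other splits the median was 0 in every population. With 10 splits the share cannot fall under 0.1, so the share itself decides nothing.

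The number of DEGs in vascular cells and oligodendrocytes depended on the mix of nuclei in the class. Drawing nuclei in the same mix from every library left 95 DEGs in vascular cells, where a draw of the same size with each library's own mix gave 1084 (61 shared), and 66 and 1564 in oligodendrocytes (49 shared). The draws were repeated, 5 times in each of 6 clusterings, after a run of the clustering with other rounding of numbers had reversed the outcome in ependymal cells and in the test of the number of nuclei below. The fixed mix gave fewer DEGs than the other by a factor over 1.5 in 30 of 30 draws in vascular cells and in 30 of 30 in oligodendrocytes, and by a factor over 2 in 27 and 30, so a change in which nuclei make up these classes may account for most of their counts. In astrocytes, with 661 and 984 DEGs (507 shared) in the first draw, the factor was over 1.5 in 18 of 30 draws. Over all draws the fixed mix gave 472 to 728 DEGs there and the own mix 721 to 1138. It gave fewer by a factor over 2 in 0 of 30 draws, which argues against the mix of clusters as the source of most of the count in astrocytes. A smaller part of the mix cannot be told apart from a change within nuclei, since the draws do not agree on it. In ependymal cells the draws, with 149 and 147 DEGs (98 shared) in the first, left out the cluster of 109 nuclei with most Mcidas, which had fewer than 15 nuclei in some libraries, and so do not test its part. Without these 109 nuclei the class had 177 DEGs in place of 549, so this cluster, of which LPA libraries held 102 nuclei and vehicle libraries 7, may account for most of the count in ependymal cells. In neurons the numbers were 13 and 8 (2 shared). Immune cells were not drawn in this way, so the part of the mix in their count was not tested. Nuclei are sorted into the same clusters from which the mix was fixed, so a change in state that moves nuclei between clusters is also removed.

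Oligodendrocytes had the most DEGs of the 6 classes, and they also had many nuclei. With the same number of nuclei per class they had 299, against 471 in immune cells and 354 in ependymal cells. Over the repeated draws they had the highest number in 12 of 30, with 109 to 814 DEGs, and immune cells in 16 of 30, with 398 to 614. The number of nuclei therefore cannot be told apart from a larger response of oligodendrocytes, since the draws do not agree.

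The lower share of macrophages among immune nuclei may follow from the rise in microglia, since as a share of all nuclei macrophages did not separate the groups (exact permutation test, p = 0.4). Fewer meningeal nuclei would raise every other share. Among nuclei other than meningeal ones, astrocytes were still higher in LPA libraries by 3.93 percentage points and immune cells by 3.52, with every LPA library above every vehicle library, which argues against this as the whole cause. The lower share of vascular cells is consistent with fewer meningeal nuclei alone, since other vascular nuclei differed by 0.272 percentage points (exact permutation test, p = 0.5). Whether meningeal cells were fewer in the brain or lost when it was taken out is not recorded with the libraries.

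Activated microglia were nearly absent from vehicle libraries. If vehicle nuclei of this state lie in clusters left without a name, these would hold its leading transcripts. The 42 immune nuclei of vehicle libraries in unnamed sub-clusters held 0 UMIs of Spp1 and Gpnmb, against 78 and 60 in the 288 of LPA libraries. The 4653 vehicle nuclei in unnamed main clusters held 23 UMIs of Gpnmb and the 4024 LPA nuclei there 454, where the 448 activated nuclei of LPA libraries held 1348. Both argue against unnamed clusters as the reason for the difference, though a few such nuclei are not excluded. Spp1, with 132 UMIs in these vehicle nuclei and 391 in these LPA nuclei, is also found outside microglia, with 981 UMIs in all vehicle nuclei.

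Gfap was a DEG higher in LPA libraries in each of the 6 classes, and free RNA or doublets of astrocytes are a candidate explanation. Its level was 15.0% of that in astrocytes in ependymal cells, 7.25% in vascular cells, 3.92% in neurons and 3.95% in oligodendrocytes, and in each of these, at least 6 of 14 other astrocyte markers reached as high a percentage. In immune cells it was 11.7%, above each of the 14 markers (highest 9.78%). These percentages pool both groups. LPA libraries held 1500 immune nuclei and vehicle libraries 678, against 5395 and 4910 astrocytes. Gfap was higher in LPA libraries, so pooling raises its percentage in immune cells. By group, it stood at 29.0 CPM in immune cells and 275 in astrocytes of LPA libraries, and at 10.6 and 107 in vehicle libraries. The test therefore cannot decide on free RNA or doublets of astrocytes there. The test was divided in this way after the ratios had been seen. RNA from the astrocytes with most Gfap also stays open in immune cells. The rise of Gfap in immune cells, 1.50 on the log2 scale, was itself not stable. It was called in 7 of 17 alternatives, not without LPA 2, LPA 3, vehicle 1 or vehicle 2 (1.39 to 1.44), and had the opposite sign without the mitochondrial filter (−0.17) and with RPCA integration (−0.08).

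Meningeal genes were lower in pericytes and endothelial cells, which may come from free RNA or doublets of meningeal cells. The list of 23 meningeal markers also fell in ependymal cells, by −0.87 in the median (14 of 15 tested lower, adjusted p = 0.0105 from limma's fry). The median was −0.28 in pericytes (12 of 17, adjusted p = 0.132 from limma's fry), −0.87 in endothelial cells (11 of 14), −0.45 in astrocytes (16 of 19), −0.94 in immune cells (6 of 8), −0.57 in neurons (17 of 22) and −0.53 in oligodendrocytes (15 of 21), with an adjusted p of 0.0670 in oligodendrocytes and 0.0662 in each of the other 4 from limma's fry. In the pooled microglia 3 markers could be tested (median −0.04, adjusted p = 0.967 from limma's fry). The same source may explain the fall of Slc6a20a and Bmp6 in neurons. They stood at 1.02% and 1.63% of their level in meningeal cells, within the range of 22 other meningeal markers (median 2.23%, highest 48.2%).

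Mitochondrial genes were lower in LPA libraries in each class, with median log2 fold-changes from −0.64 in vascular cells to −1.71 in immune cells, and none was higher. Less free RNA of every kind in LPA libraries would lower other foreign transcripts as much. Mitochondrial UMIs in LPA libraries stood at 0.375 of vehicle libraries in astrocytes, 0.348 in ependymal cells, 0.293 in immune cells and 0.352 in neurons. Markers of other classes, the first measure used, stood at 0.989, 0.833, 0.725 and 0.825, and myelin transcripts, chosen after the first measure had been seen, at 0.919, 0.621, 0.886 and 0.923. Both argue against less free RNA as the whole cause in these 4 classes. A partial fall stays open there, since the groups did not overlap for myelin transcripts in ependymal cells or for markers of other classes in ependymal cells, immune cells and neurons. In vascular cells less free RNA stays open, since mitochondrial UMIs stood at 0.649 with overlapping groups (exact permutation test, p = 0.2), and markers of other classes stood at 0.852 without overlap and myelin transcripts at 0.938 with overlap. In oligodendrocytes, where myelin transcripts are not foreign, mitochondrial UMIs stood at 0.428 and markers of other classes at 0.968. The calls of mt-Co2 in homeostatic microglia and endothelial cells depended on the mitochondrial filter, without which the gene was not called in either (−1.49 and −1.50). Cleaner nuclei in the preparation of LPA libraries and a response of the cells were not tested.

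Xist was higher in LPA libraries in each class, by 0.76 to 0.96 on the log2 scale, and was not a DEG with libraries as replicates, though it was with nuclei as replicates. Without vehicle 2, the vehicle library from a female, it was 8.42 to 13.4 and not a DEG. This is consistent with the sexes of the mice, as 2 of 3 LPA libraries and 1 of 3 vehicle libraries came from females. With sex as a covariate the log2 fold-change in astrocytes was −0.0685, and it was not a DEG in any class.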
